# Instantaneous dose rate as a crucial factor in reducing mortality and normal tissue toxicities in murine total-body irradiation: a comparative study of dose rate combinations

**DOI:** 10.1186/s10020-025-01135-3

**Published:** 2025-02-26

**Authors:** Hongyu Zhu, Shihua Liu, Jiaqi Qiu, Ankang Hu, Wanyi Zhou, Jian Wang, Weihang Gu, Yinuo Zhu, Hao Zha, Rong Xiang, Junli Li, Rui Qiu, Chong Zhao, Peng Huang, Xiaowu Deng

## Abstract

**Purpose:**

The ultra-high dose rate (UHDR) radiation shows promise in eradicating tumors while reducing normal tissue toxicities. However, the biological outcomes of UHDR are influenced by various factors, particularly the mean dose rate and instantaneous dose rate. Additionally, the UHDR response at large field sizes is lacking. This study aimed to explore the impact of different dose rate combinations on gastrointestinal biological outcomes following total-body irradiations (TBI) and to examine the involved molecular signaling pathways.

**Method:**

Female C57BL6/J mice received 10 Gy TBI using three modes: ultra-high mean and ultra-high instantaneous dose rate irradiation (HH mode), low mean and ultra-high instantaneous dose rate irradiation (LH mode), and low mean and low instantaneous dose rate irradiation (LL mode). Mice were euthanized at 3 h and 48 h post irradiation to assess acute normal tissue damage and perform transcriptome sequencing. Furthermore, a subset of mice was monitored for 30 days to evaluate survival.

**Results:**

We found that when the instantaneous dose rate is sufficiently high (> 10^5^ Gy/s), both ultra-high or low mean dose rate irradiation reduced mice mortality, myelosuppression, DNA damage, and cell apoptosis. The survival probabilities 30 days after 10 Gy TBI were 4/7, 4/6, and 0/6 in the HH, LH, and LL groups, respectively. Myelosuppression was lower at 3 h and 48 h post HH and LH irradiations than LL irradiation. The better regulated inflammatory response was evident at 48 h post HH and LH irradiation compared to LL irradiation. Additionally, DNA damages and cell apoptosis in the intestinal tissue were significantly reduced after HH and LH irradiations compared to LL irradiation. Transcriptome sequencing of intestinal tissues revealed that HH irradiation activated immune response pathways and suppressed mitochondrial related pathways compared to LL irradiation.

**Conclusion:**

Our findings underscore the pivotal role of instantaneous dose rate in reducing radiation damages. When the instantaneous dose rate is sufficiently high (> 10^5^ Gy/s), both ultra-high or low mean dose rate irradiation (HH and LH mode) reduced mice mortality, myelosuppression, DNA damage, and cell apoptosis. Understanding these dose rate effects and biological responses are crucial for optimizing radiotherapy strategies and exploring the potential benefits of UHDR irradiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-025-01135-3.

## Introduction

It has been reported that ultra-high dose rate (UHDR) irradiation could effectively eradicate tumors while mitigating radio-toxicities in normal tissue compared to conventional dose rate (CONV) irradiation (Favaudon et al. 2014). The unique biological response of UHDR is known as FLASH effect and hascaused widespread attention, and its tumor-killing effect and normal tissue sparing effects was successfully demonstrated in a variety of models with different endpoints (Favaudon et al. 2014; Gao et al. 2022; Shi et al. 2022; Zhu et al. 2022; Levy et al. 2020; Montay-Gruel et al. 2017, 2019). Now the preclinical research and clinical translation of UHDR radiation is being actively promoted.

However, the biological outcome of UHDR radiation is affected by many factors, including mean dose rate, instantaneous dose rate, dose fractionation, pulse number, pulse separation, delivery time, etc. (Vozenin et al. 2020). Typically, UHDR radiation experiments have been conducted under conditions of both ultra-high mean and ultra-high instantaneous dose rates (Favaudon et al. 2014; Vozenin et al. 2019; Chaudhary et al. 2023; Tinganelli et al. 2022; Tessonnier et al. 2021). Ruan et al. reported that the intestinal crypt sparing effect was observed with mean dose rate > 280 Gy/s and the effect was lost with increased dose delivery time (Ruan et al. 2021). Review data from Montay-Gruel et al. show that the dose rate in pulses should be > 1 × 10^5^ Gy/s and the delivery time for 10 Gy should be within 1s to obtain the sparing effect (Montay-Gruel et al. 2021). Whether the mean dose rate or the instantaneous dose rate is the decisive factor for the FLASH effect remains an unanswered question. Determining this is crucial for the clinical translation and medical equipment development of UHDR radiation.

Nearly all of the preclinical studies on the effects of UHDR radiation focused on localized irradiation with relatively small field sizes, for brain (Montay-Gruel et al. 2017, 2019; Allen et al. 2023; Dokic et al. 2022), thorax (Favaudon et al. 2014; Kim et al. 2021), abdomen (Shi et al. 2022; Levy et al. 2020; Ruan et al. 2021; Diffenderfer et al. 2020), and skin (Soto et al. 2020; Cunningham et al. 2021). With the reduced normal tissue toxicity of UHDR radiation, larger irradiation fields or total-body irradiation (TBI) might be considered to improve tumor control, or mitigate normal tissue toxicities in the context of preconditioning for hematopoietic stem cell transplantation (HSCT) (Hoeben et al. 2021) or palliative treatment of disseminated malignancies (Quast 2006). While large field FLASH has been explored to some extent, the biological response under these conditions remains poorly studied. For example, the FAST-01 and FAST-02 clinical trials utilized field sizes from 7.5 cm × 7.5 cm to 7.5 cm × 30 cm (Daugherty et al. 2023, 2024), Konradsson et al. treated canine cancer patients with various field sizes, from a 2 cm in diameter up to the largest rectangular field size of 8 cm × 4cm^25^. These limited field sizes hinder our ability to draw definitive conclusions of application potential of UHDR radiation.

The molecular response to CONV radiation exposure has been well characterized, while the mechanism of FLASH effect is still elusive and need to be elucidated. The key hypotheses of FLASH sparing effect include oxygen depletion, reduced reactive oxygen species (ROS), alterations in the immune microenvironment, preservation of DNA integrity, pH regulation, and modulation of mitochondrial function, etc. (Shi et al. 2022; Liu et al. 2023a, b; Limoli and Vozenin 2023). A better understanding of the FLASH effect and the possibility of controlling its occurrence will facilitate meaningful clinical implementation (Vozenin et al. 2022).

In this study, we performed TBI with a murine model and employed a combination of different dose rates, that is, the ultra-high mean dose rate and ultra-high instantaneous dose rate irradiation (HH mode), low mean dose rate and ultra-high instantaneous dose rate irradiation (LH mode), and low mean dose rate and low instantaneous dose rate irradiation (LL mode). Our objective was to determine whether the mean dose rate or instantaneous dose rate is the critical factor for the FLASH effect, and to assess the mortality, hematopoietic and gastrointestinal (GI) normal tissue toxicity across different irradiation modes. Transcriptome sequencing was utilized to analyze the mRNA levels in the intestine to screen the differential signaling pathways activated upon LL and HH modes. We set out to clarify the important role of mean dose rate and instantaneous dose rate in the normal tissue sparing effect, and clarify the differentially hematopoietic and GI biological response and molecular signaling pathway between LL and HH modes, which provides mechanistic insights into the physiological changes.

## Methods and materials

### Animal model

Female C57BL6/J mice, aged 7–8 weeks, were purchased from Gempharmatech Co., Ltd (Jiangsu, China) and allowed to acclimate for 1 week before irradiation. All mouse experiments adhered to the approved guidelines of the Institutional Animal Care and Use Committee of Sun Yat-sen University Cancer Center (L102042022060C) and Tsinghua University (22-QR1). Mice were anesthetized with avertin (intraperitoneal injection,15 µl/g), and received 10 Gy electron TBI and were euthanized at 3 h and 48 h post irradiation to determine acute normal tissue damage, or followed up for 30 days to observe survival status.

### Irradiation setup

Three different dose rate combinations were employed in this study, namely: (1) HH mode is the ultra-high mean dose rate and ultra-high instantaneous dose rate mode, typically used in UHDR experiments. (2) LH mode is low mean dose rate and ultra-high instantaneous dose rate mode. (3) LL mode is the low mean dose rate and low instantaneous dose rate mode, commonly utilized in clinical radiotherapies. Table 1 provides the specific beam characteristic details for each of these three irradiation modes. The HH and LH modes of irradiations were performed using a compact linear accelerator and the LL mode of irradiations were performed using a clinical Elekta Infinity linac (Elekta AB, Stockholm, Sweden).

The compact linear accelerator generates a beam current of approximately 53 mA, which is not adjustable. Therefore, the adjustment of dose rate is achieved by adjusting the source surface distance (SSD), which can be modified by repositioning the electron collimator and the sample platform. This adjustment allows for the alteration of the dose rate to either UHDR or CONV levels.

The HH and LH mode beams were flattened to acquire acceptable beam flatness and penumbra at large field size. Briefly, a beam shaping system has been integrated into the platform (Fig. 1a and b). This system comprises a primary scattering filter, a secondary flattening filter, and a collimator, all constructed from acrylonitrile butadiene styrene (ABS) material and aligned in a vertical configuration. The primary scattering filter is a thin disc that initially expands the electron beam emitted from the titanium window, thereby achieving a larger potential radiation field size. The secondary flattening filter incorporates elements of a conical frustum and a disc, and is intended to reduce the intensity of the electron beam in the central area while enhancing the uniformity of the radiation field. The collimator, with sufficient thickness, prevents electron penetration and further improves flatness within the field by scattering electrons through its apertures. The size parameters of these structures determine the final beam energy, the field size, flatness and penumbra, which are optimized using the Monte Carlo method.

The field sizes adopted in the HH, LH, and LL modes were 4 × 10 cm^2^, 4 × 10 cm^2^ and 10 × 10 cm^2^ these fields were large enough to cover the whole body of mice (excluding the mice tail). A 3D-printed assembly (Fig. 1a and b) was used as a sample platform and electron collimator during the HH and LH mode irradiation, and a custom-made mice box (Fig. 1b) was employed for mouse positioning. Water equivalent buildup layer with a thickness of 4.8 mm was used during irradiation. Dose delivery on the compact linear accelerator was controlled by adjusting pulse number with a pulse number counter in a programmable logic controller, and this method was validated on the previously reported X-ray UHDR platform, which demonstrated a dose delivery instability of < 5% Liu et al. 2023. In addition, the absolute dose received by each mouse was measured with GAFChromic EBT3 films (Ashland Inc., Covington, KY, USA), which were attached to the back and chest abdominal surface of each mouse, and the entrance and exit electron doses were determined from the center region of the films. The dose delivery was prescribed to the entrance surface of the mice to achieve 10 Gy. However, in HH mode, the dose per pulse limited the actual dose received at the entrance surface to 9.4–9.5 Gy with 5 HH pulses. To minimize the relative dose difference among the three modes, the entrance doses of the LH and LL modes were adjusted accordingly. Additionally, the percentage depth dose (PDD) distribution was measured with EBT3 film, which was placed in 3D-printed assembly for HH and LH modes, and in solid water for LL mode. The beam field sizes used in the PDD measurements were the same as those use for mice irradiation. The films were positioned at the field center and aligned parallel to the beam direction. The mean energy of electron beam can be calculated following the relationship of $$\:\stackrel{-}{E}$$=2.33×R_50_, where $$\:\stackrel{-}{E}$$ is the mean energy (MeV) and R_50_ is the water equivalent depth in cm of the 50% dose level (Andreo et al. 1987).

**Table 1:** Irradiation parameters

	Unit	HH mode	LH mode	LL mode
Irradiator		A compact linear accelerator		Elekta Infinity linac
Field size	cm^2^	4 × 10	4 × 10	10 × 10
Source surface distance (SSD)	cm	60	100	95
Pulse repetition frequency	Hz	250	1	300
Pulse width (Full with at half maximum)	µs	3.92	3.92	3
Mean dose rate	Gy/s	468	0.4	0.1
Instantaneous dose rate	Gy/s	4.78 × 10^5^	1.02 × 10^5^	111
Mean electron energy	MeV	4.7	4.7	5.3
Total delivery time	s	0.02	24	100
Number of pulses		5	24	28,600
Dose per pulse*	Gy	1.89–1.90	0.399–0.401	0.00033
Entrance Dose (mice)**	Gy	9.428 ± 0.131	9.655 ± 0.206	9.534 ± 0.122
Exit dose (mice)**	Gy	10.24 ± 0.371	10.71 ± 0.334	10.26 ± 0.200

* Measured at the entrance surface

** Mean ± standard deviation (SD)

It should be noted that the scatter angle of electron beams was changed after passing the primary scattering and secondary flattening filter and the “virtual source position” moved to a downstream direction, which results in an altered “virtual SSD”. Therefore, the instantaneous dose rates of the HH and LH modes do not follow the inverse square principle.

### Whole blood count and cytokine detection

Peripheral blood from the eyeball was collected into an EDTA-coated capillary at the time of euthanasia. Complete blood count data were analyzed using the BC-2800Vet auto hematology analyzer (Mindray, Shenzhen, China). Serum was collected from the supernatant of peripheral blood after 10 min centrifugation at 3000×g and stored at − 80 °C until cytokine measurement. Pro-inflammatory cytokines, including tumor necrosis factor alpha (TNF-α) and interleukin 6 (IL-6), as well as the anti-inflammatory cytokine IL-10, were quantified using enzyme-linked immunosorbent assay (ELISA) kits (Elabscience, Wuhan, China, Cat. Nos.: E-MSEL-M0001, E-MSEL-M0002, and E-MSEL-M0031), following the manufacturer’s instructions.

### Immunohistochemistry staining, Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay and image analysis

The intestinal tissues were fixed in 10% neutral buffered formalin and processed for paraffin embedding using the Swissroll technique. Slices of the embedded intestinal tissues were cut at a thickness of 4 μm. Immunohistochemical (IHC) staining was conducted on the intestinal tissue sections to assess DNA damage with Phospho-Histone H2A.X (Ser139) (CST, Massachusetts, Cat. No.: 80312 S, 1:100 dilution) and changes in the number of proliferating cells were determined using the Ki-67 antibody (Abcam, Cambridge, Cat. No.: ab15580, 1:100 dilution). The terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay kit (Promega, Madison, Cat. No.: G3250) was employed to identify apoptotic cells in intestinal tissues, following the manufacturer’s instructions.

The IHC and TUNEL sections were scanned using a KF-PRO-020 whole slide scanner (KFBIO, Ningbo, China) and subsequently analyzed using the HALO image analysis platform (v3.6.4134.193, Indica Labs, Albuquerque, NM, USA). The Multiplex IHC v3.1.4 and CytoNuclear FL v2.0.12 algorithms were adopted and modified for IHC and TUNEL section analyses, respectively. The nuclear counterstain was used as reference to detect and segment cells, and signal thresholds were adjusted for each channel to assess cell positivity, i.e., negative, moderate positive, and strong positive. The number of moderate positive (N_mp_) and strong positive cells (N_sp_) were defined, and the final positive index was calculated as follows: positive index = N_mp_ + 2×N_sp_ for evaluation. Further detailed descriptions are provided in the supplementary material (see example Fig. S1).

### RNA extraction, library construction and sequencing

Transcriptome sequencing was used to find alterations in signal transduction pathways evoked by different irradiation modes. Total RNA of intestine tissue was extracted using TRIzol reagent kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. mRNA was subsequently enriched by Oligo (dT) beads, followed by fragmentation into short fragments using fragmentation buffer. Reverse transcription into cDNA was performed using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB#7530, New England Biolabs, Ipswich, MA, USA). The purified double-stranded cDNA fragments were end repaired, A base was added, and ligated to Illumina sequencing adapters. The ligation reaction was purified with the AMPure XP Beads (1.0×) and subjected to polymerase chain reaction (PCR) amplification. The resulting cDNA library was sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. (Guangzhou, China).

### Quantification and differential expression analysis

Quantification of the transcripts and genes was performed using StringTie v1.3.1 software, and fragments per kilobase of transcript per million mapped reads (FPKM) values were obtained. RNA differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples). Genes with absolute value of log_2_ (fold change) > 1 (|log_2_FC|>1) and false discovery rate (FDR) < 0.05 were identified as differentially expressed.

### Gene enrichment and immune cells infiltration analysis

Metascape (https://metascape.org/) was used for enriching the functions of differentially expressed genes. CIBERSORTx (https://cibersortx.stanford.edu/) was utilized for analyzing the immune cell infiltration. First, the IDs of mouse genes were converted into human genes and the duplicate genes were deleted. Next, the “Impute cell fractions” analysis utilized the signature matrix file “LM22 (22 immune cell types)”and the gene counts for mixture file, with quantile normalization disabled (recommended for RNA-seq).

### Deposit of transcriptome data in public database

The transcriptome sequencing data were deposited in the Gene Expression Omnibus (GEO) database: https://www.ncbi.nlm.nih.gov/geo/ under accession number GSE271654.

### Statistical analyses

Statistical analyses were conducted using Prism version 8.4.0 (GraphPad software). Group comparisons among HH, LH, and LL groups were performed using one-way analysis of variance (ANOVA), followed by Tukey’s multiple comparisons post-hoc test. Survival probabilities were depicted using Kaplan–Meier curves and assessed with log-rank test analysis. Student’s t-test was employed for comparisons between two groups. All data are expressed as mean ± standard error of the mean (SEM).

## Results

### Dosimetry

HH and LH mode irradiation were performed using a compact linear accelerator with well-established dosimetric characteristics, as described in previous publications (Liu et al. 2023a, b). The 3D-printed assembly and custom-made mice box used during the HH and LH mode irradiation are shown in Fig. 1a, b. The percentage depth dose (PDD, Fig. 1c) and dose profile (Fig. 1d) of HH, LH and LL modes irradiation were measured with EBT3 film. The irradiation beams for HH, LH and LL modes were all flattened (Fig. 1d), and the representative dose distribution measured with EBT3 films were presented in the Fig. 1e. The entrance and exit dose of each irradiated mouse measured with EBT3 films is shown in Fig. 1f- g as well as Table 1.

**Fig. 1:**
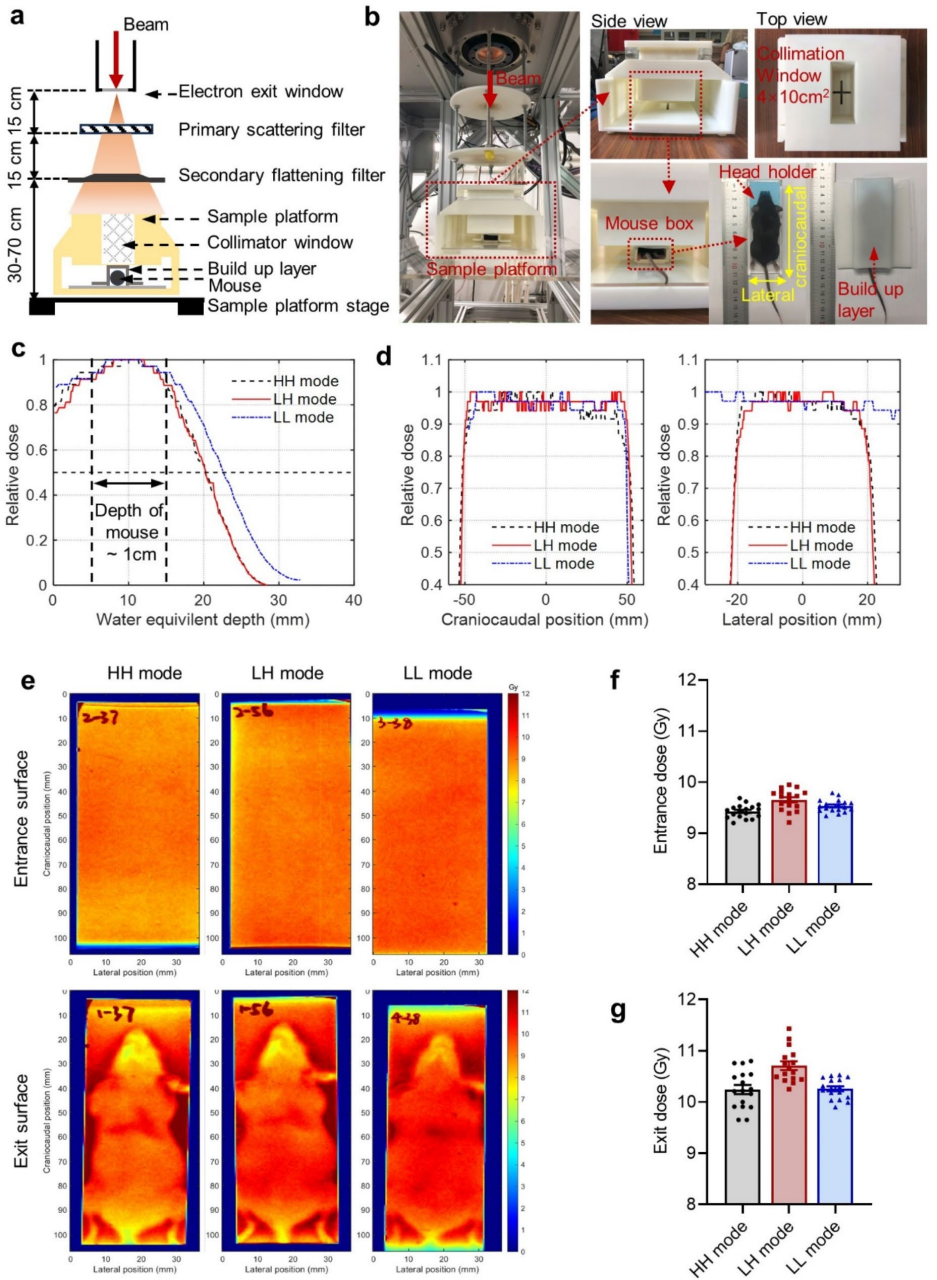
Experimental setup and parameters for HH, LH, and LL modes. (**a**) A schematic drawing of the HH and LH irradiation set-up. (**b**) Photo of the 3D-printed assembly and mouse box adopted in HH and LH irradiation. (**c**) Central axis percentage depth dose (PDD) of HH, LH, and LL modes of irradiation. (**d**) Relative dose profile measured with EBT3 films at the craniocaudal (left) and lateral (right) central axis at the entrance surface. (**e**) Representative dose distribution measured with EBT3 films. (**f**) Entrance and (**g**) exit doses of each irradiated mice measured with EBT3 films

### Ultra-high instantaneous dose rate irradiation caused better survival and lower myelosuppression

To compare toxicities and mortality of 10 Gy TBI at different dose rates, mice received HH, LH, and LL mode irradiation, and were euthanized at 3 h and 48 h post-irradiation to determine acute toxicities, or followed up for 30 days to track the mortality (Fig. 2a). The survival probabilities after 10 Gy TBI were 4/7, 4/6, and 0/6 in the HH, LH, and LL mode groups, respectively (Fig. 2b). Significantly reduced mortalities were observed in the HH and LH mode groups (ultra-high instantaneous dose rate) compared to the conventional LL mode irradiation.

Besides, peripheral blood was collected at 3 h and 48 h post-irradiation for blood counts, and the changes of blood cell count relative to the control are shown in Fig. 2c-e. Previous studies based on murine or ferret modes have shown that the acute effects of TBI on white blood cell and lymphocyte counts follow a dose-dependent decrease manner (Ware et al. 2010; Sanzari et al. 2013), while the neutrophil count increase at 3 h post irradiation and decrease at 48 h post irradiation (Sanzari et al. 2013). Our result shows at 3 h post-irradiation, white blood cell counts in the HH and LH groups were significantly higher than that of conventional LL group (Fig. 2c). Additionally, at 3 h post-irradiation, the neutrophil counts significantly increased in all HH, LH and LL groups (Fig. 2d), while the lymphocyte counts in these groups were approximately half of the control level. (Fig. 2e). It is conceivable that the pronounced increase in neutrophil may have partially offset the decrease of lymphocyte when determining the overall white blood cell count. At 48 h post-irradiation, the white blood cell counts in the HH, LH, and LL groups were only 0.36, 0.34, and 0.07 times that of the control group, respectively (Fig. 2c). Additionally, the counts of neutrophil and lymphocyte in the LL mode group are substantially lower compared to the HH and LH mode groups (Fig. 2d, e). This suggests that the conventional LL mode irradiation induced more severe myelosuppression, which could be resulted from a higher equivalent dose compared to HH and LH mode irradiation.

**Fig. 2:**
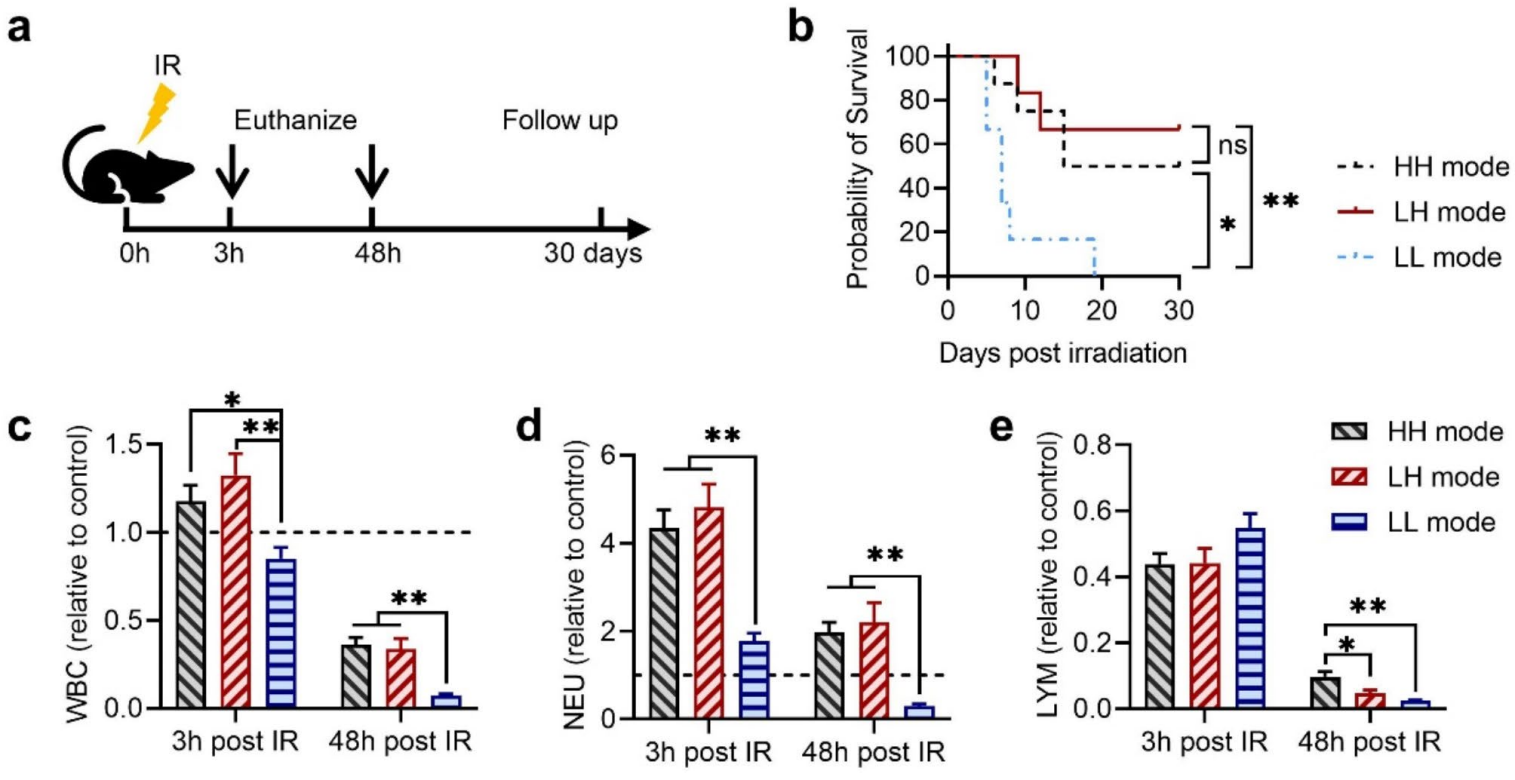
The probability of animal survival and blood counts after total-body irradiation (TBI). (**a**) Schematic overview of the study design. (**b**) Kaplan–Meier curve of post TBI overall survival. (**c**) - (**e**) Blood counts of white blood cells (WBC) (**c**), neutrophils (NEU) (**d**), and lymphocytes (LYM) (**e**) at 3 h and 48 h post TBI. Data are presented as blood cell counts relative to the control group. *n* ≥ 5 in each group, *p < 0.05, **p < 0.01, ***p < 0.001. Bars represent mean ± SEM

### Ultra-high instantaneous dose rate irradiation induced fierce pro-inflammatory cytokine response and rapid recovery from irradiation

TBI can trigger systemic inflammatory reaction, and the serum cytokine profile can serve as a surrogate marker of systemic activation of the immune system (Bell et al. 2019). We collected the serum of peripheral blood at 3 h and 48 h post irradiation for cytokine detection. At 3 h post irradiation, the IL-6 levels in the HH and LH group were ~ 4 times higher relative to control, which were significantly higher than that of the LL mode group (~ 2 times relative to control, Fig. 3a). The TNF-α levels in the HH, LH, and LL groups increased to ~ 2 times relative to control, with no statistic difference observed among the groups (Fig. 3b). The anti-inflammatory cytokine IL-10 increased to ~ 2 times higher relative to control in the HH and LH groups, while a statistically lower level of IL-10 was observed in the LL group (Fig. 3c).

At 48 h post irradiation, the pro-inflammatory cytokines IL-6 and TNF-α in the LL group continued to increase, reaching 3.8 and 3.2 times higher relative to control, respectively (Fig. 3a, b). In contrast, the IL-6 level in the HH and LH group decreased form ~ 4 times higher to ~ 2 times higher relative to control (Fig. 3a). The level of anti-inflammatory cytokine IL-10 levels in all dose rate groups returned to the levels observed in the control group (Fig. 3c).

**Fig. 3:**
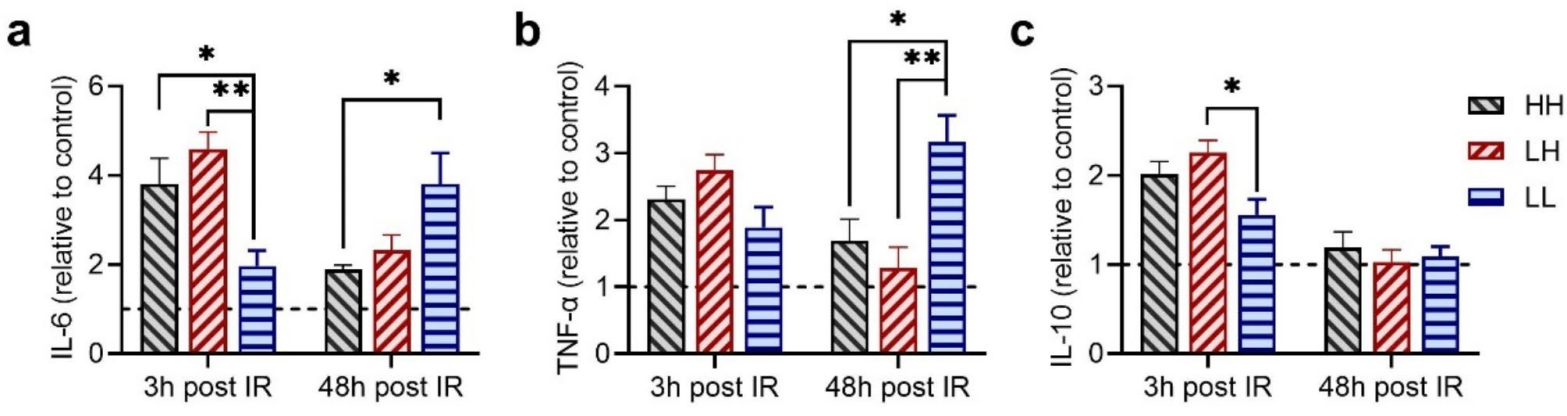
Cytokine responses after different modes of irradiation. (**a**-**c**) Relative change to control of (**a**) interleukin (IL)-6, (**b**) tumor necrosis factor alpha (TNF-α), and (**c**) IL-10 detected by ELISA methods response at 3 h and 48 h post-irradiation. Data are presented as expression level relative to the control group. *n* ≥ 5 in each group, *p < 0.05, **p < 0.01, ***p < 0.001. Bars represent mean ± SEM

### Ultra-high instantaneous dose rate irradiation reduced DNA damage and apoptosis in the intestine

Tissue damage at 3 h and 48 h post irradiation was quantified with IHC staining of the phospho-Histone H2A.X (Ser139), a surrogate marker for DNA double strand breaks. Our results indicate that all irradiation modalities led to a noticeable increase in DNA damage (Fig. 4a-c). Significantly increased DNA damage was observed at 3 h post conventional LL irradiation compared to HH and LH modes (Fig. 4a upper and **b**). By 48 h post-irradiation, most of the DNA damage had been repaired. The γH2AX index of HH and LH modes had recovered to the control level, while the highest γH2AX index was still observed in the conventional LL group at 48 h post-irradiation (Fig. 4c).

The numbers of proliferating intestinal crypt cells and apoptotic cells were examined at 48 h post-irradiation. A reduction in Ki67^+^ crypt cells was observed after irradiation, although no statistically significant difference was noted among the HH, LH, and LL groups (Fig. 4d, e). Besides, the apoptosis of intestinal cells increased significantly in the LL group compared to the HH and LH groups (Fig. 4f, g). This result was consistent with our previous study (Zhu et al. 2022, Zhu et al. 2019 and result from Levy et al. (Levy et al. 2020) on the abdominal CONV and UHDR radiation.

**Fig. 4:**
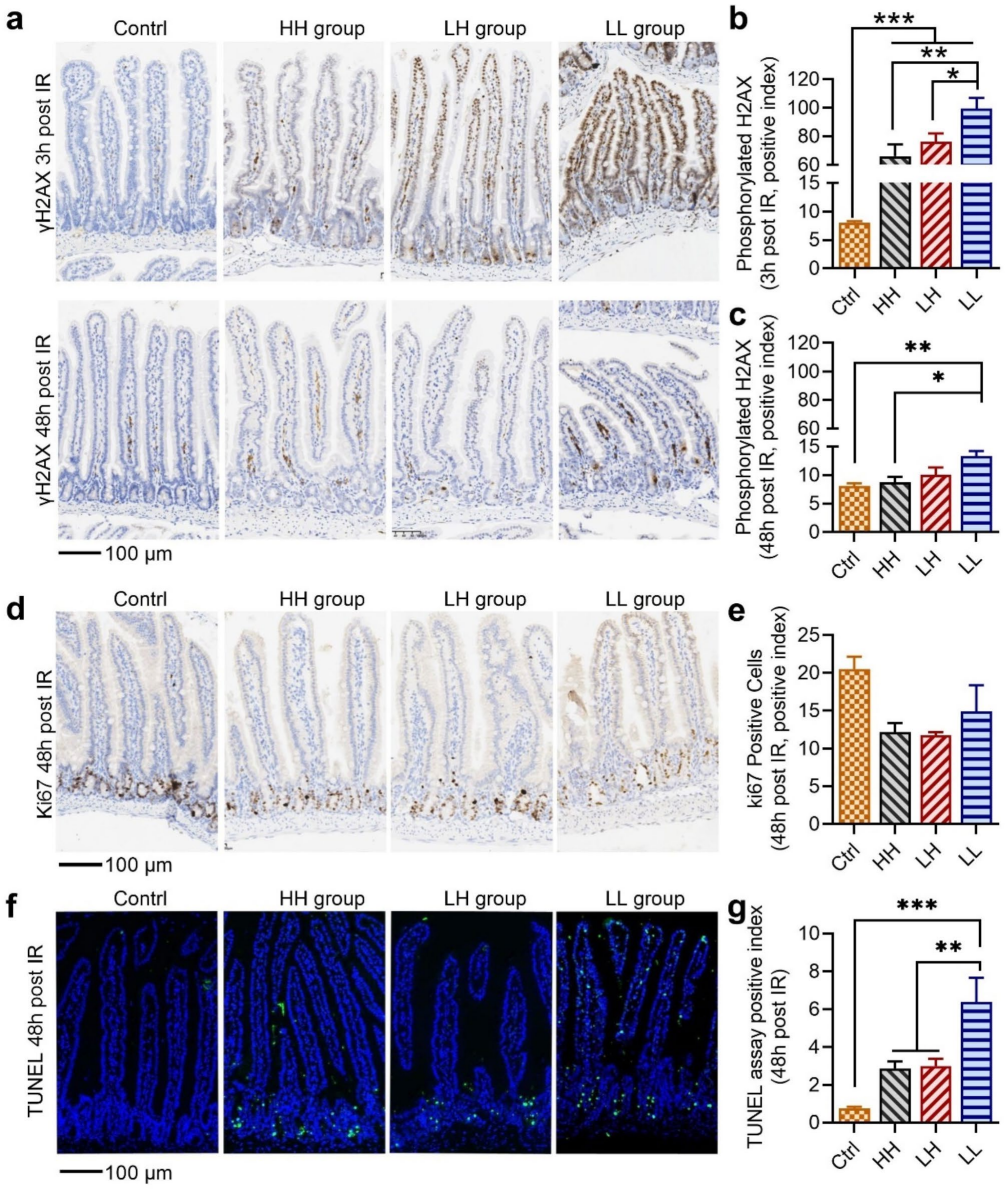
Quantification of tissue damage in the intestine after total-body irradiation (TBI). (**a**) Representative immunohistochemical (IHC) stained γH2AX image of the intestinal tissue at 3 h (upper) and 48 h (bottom) post-irradiation. (**b**) and (**c**) Positive index of γH2AX at 3 h (**b**) and 48 h (**c**) post-irradiation. (**d**) Representative image of IHC stained ki67 of the intestinal tissue at 48 h post-irradiation and (**e**) positive index of ki67 at 48 h post-irradiation. (**f**) Representative image TUNEL assay of the intestinal tissue at 48 h post-irradiation and (**g**) positive index of TUNEL at 48 h post-irradiation. *n* ≥ 5 in each group, *p < 0.05, **p < 0.01, ***p < 0.001. Bars represent mean ± SEM

### HH irradiation activated immune associated responses and inhibited mitochondrial related progresses

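Intestinal RNA was sequenced 48 h after 10 Gy TBI in the LL mode, with a mean dose rate of 0.1 Gy/s and an instantaneous dose rate (the rate within a pulse) of 111 Gy/s, or in the HH mode, with a mean dose rate of 468 Gy/s and the higher instantaneous dose rate given in the methods. Each mode had its own non-irradiated controls, and 3 libraries stand for each group (LL_TBI, LL_Ctrl, HH_TBI and HH_Ctrl). The modes were given on different accelerators, so a difference between them cannot be told apart from one of machine or handling. The mice were female C57BL6/J animals, purchased at 7 to 8 weeks of age and then acclimated before irradiation. Whether each library came from a separate mouse is not stated in the paper's text or in the sample labels, so the p-values measure the spread between these libraries. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped reads of a library), which the authors obtained with StringTie v1.3.1. Counts were not used here, so the read depth is unknown and no interval based on it is given. The median sum of a library's FPKM was 566513 in LL_Ctrl, 609984 in LL_TBI, 569997 in HH_Ctrl and 537968 in HH_TBI. Genes with a mean of at least 0.5 FPKM over the libraries compared were tested on the scale of log2(FPKM + 0.1) with limma, and a gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.

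Pancreatic transcripts set a pair of LL_TBI libraries apart. Genes of pancreatic acinar cells, which make digestive enzymes, took 8.41% of all FPKM in LL_TBI 1 and 31.3% in LL_TBI 2, against 0.141% in LL_TBI 3, 0.208% to 0.312% in LL_Ctrl and 0.08% to 0.124% in the HH libraries. The amylase gene Amy2a2 (ENSMUSG00000096569), whose values the table also gives for paralogs and which are thus uncertain between them, was at 1137, 5327 and 4.57 FPKM in LL_TBI 1, 2 and 3 and at 0.036 to 0.061 FPKM in LL_Ctrl. The insulin gene Ins2 was at 5.16 and 21.3 FPKM in LL_TBI 1 and 2 and is listed at 0 in LL_TBI 3 and in every control library. Of 36 measured acinar genes, none was called with limma over all genes, 31 had an unadjusted p under 0.05 and 31 were higher when adjusted over the list alone (mean log2 fold change 6.91, adjusted p = 5.39e-22 with camera). With an estimated correlation between genes the adjusted p of this list was 0.778. The term for pancreatic secretion, which Fig. 5c of the paper lists, had a mean log2 fold change of 2.38 over 92 measured genes (adjusted p = 2.62e-07, and adjusted p = 0.0349 with an estimated correlation), by a test of the term's members chosen after seeing the data.

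**Figure D1:**
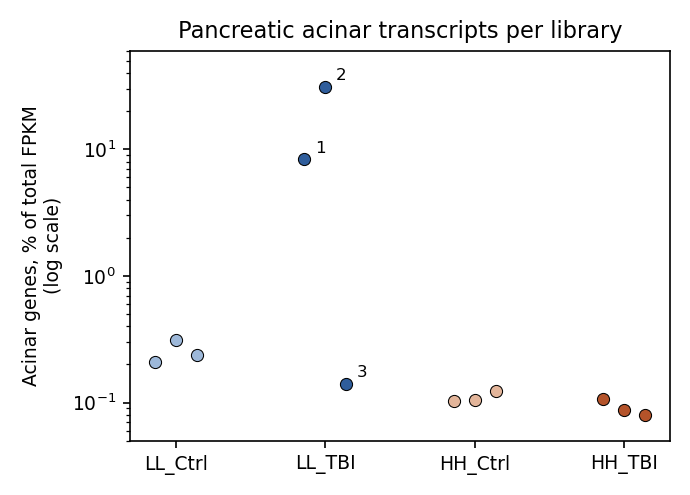
Share of pancreatic acinar genes in the FPKM of each library, in percent on a log axis, by group. Each point is 1 library and the numbers mark the LL_TBI libraries. LL_TBI 1 and 2 lie at 8.41% and 31.3%, and the other libraries lie between 0.08% and 0.312%.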

Considering that HH and LH irradiation led to similar biological responses, only the intestinal tissues at 48 h post-LL or HH irradiation were adopted for transcriptome sequencing (supplementary Table 1). We compared the mean expression of mRNA in the LL groups (LL_TBI vs. Control), and found that 376 and 141 mRNAs were upregulated and downregulated (|log_2_FC|>1, and FDR < 0.05), respectively (Fig. 5a and supplementary Table 2). 

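Targets of p53, the transcription factor activated by DNA damage, were among the genes higher after LL irradiation. Psrc1 (ENSMUSG00000068744), a p53-regulated gene of the mitotic spindle, was at 10.4 ± 1.49 FPKM in LL_TBI and 1.702 ± 0.408 FPKM in LL_Ctrl (SD, n = 3). Psrc1 had a log2 fold change of 2.56 (standard error 0.22, adjusted p = 0.0119). Phlda3 (ENSMUSG00000041801), a p53 target that inhibits Akt, was at 25.7 ± 12.6 FPKM in LL_TBI and 2.703 ± 0.471 FPKM in LL_Ctrl (SD, n = 3). Phlda3 had a log2 fold change of 3.08 (standard error 0.37, adjusted p = 0.0286). Akr1b8 (ENSMUSG00000029762), an aldo-keto reductase, had a log2 fold change of 2.66 (standard error 0.28, adjusted p = 0.0197). Mt2 (ENSMUSG00000031762), a metallothionein, had a log2 fold change of 3.39 (standard error 0.42, adjusted p = 0.0305). Among the genes that fell, Mgam2-ps (ENSMUSG00000102802), which its symbol marks as a pseudogene, was at 8.63 ± 1.69 FPKM in LL_TBI and 22.9 ± 1.25 FPKM in LL_Ctrl (SD, n = 3). Mgam2-ps had a log2 fold change of -1.41 (standard error 0.19, adjusted p = 0.0397). In all, 22 genes were called higher and 10 lower in LL_TBI than in LL_Ctrl among 12946 tested, and 2366 genes (18.3%) had an unadjusted p under 0.05. The values of the 3 irradiated and the 3 control libraries did not overlap for 3739 genes (28.9%), where chance gives 10%. With the genes of the pancreatic lists removed, the remaining FPKM of each library were divided by the share they held in it. In this setting 35 genes were higher and 9 lower.

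The counts of higher and lower genes went to 3 and 1 without LL_Ctrl 1, to 2 and 2 without LL_Ctrl 2, to 2 and 3 without LL_Ctrl 3, to 293 and 339 without LL_TBI 1, to 0 and 3 without LL_TBI 2, and to 98 and 26 without LL_TBI 3. The call of Psrc1 ended without LL_Ctrl 2 (2.484, adjusted p = 0.065), LL_Ctrl 3 (2.463, adjusted p = 0.0658) or LL_TBI 2 (2.554, adjusted p = 0.0786), with the log2 fold change in brackets. That of Phlda3 ended without LL_Ctrl 1 (3, adjusted p = 0.157), LL_Ctrl 2 (3.028, adjusted p = 0.143), LL_Ctrl 3 (3.214, adjusted p = 0.136) or LL_TBI 2 (2.998, adjusted p = 0.138). Akr1b8 was not called without LL_Ctrl 1 (2.766, adjusted p = 0.0916), LL_Ctrl 2 (2.532, adjusted p = 0.114), LL_Ctrl 3 (2.669, adjusted p = 0.124) or LL_TBI 2 (2.476, adjusted p = 0.0944). Mt2 was not called without LL_Ctrl 1 (3.72, adjusted p = 0.0916), LL_Ctrl 2 (2.919, adjusted p = 0.065), LL_Ctrl 3 (3.536, adjusted p = 0.14) or LL_TBI 2 (3.189, adjusted p = 0.138), nor was Mgam2-ps without LL_Ctrl 1 (-1.399, adjusted p = 0.283), LL_Ctrl 2 (-1.379, adjusted p = 0.28), LL_Ctrl 3 (-1.455, adjusted p = 0.247) or LL_TBI 2 (-1.438, adjusted p = 0.118). Against all 6 control libraries Mt2 was not called (0.674, adjusted p = 0.799), while Psrc1, Phlda3, Akr1b8 and Mgam2-ps were. Phlda3 (3.162, adjusted p = 0.0523), Akr1b8 (2.739, adjusted p = 0.0523), Mt2 (3.476, adjusted p = 0.0652) and Mgam2-ps (-1.326, adjusted p = 0.0815) were not called with median-ratio scaling, nor with the trends on GC content and length removed, both chosen after seeing the data.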

In the HH groups (HH_TBI vs. Control), 1752 and 362 mRNAs were upregulated and downregulated (|log_2_FC|>1, and FDR < 0.05), respectively (Fig. 5a and supplementary Table 3). 

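Genes of Paneth cells, which secrete antimicrobial peptides at the base of the crypts, rose after HH irradiation against HH_Ctrl. Mptx2 (ENSMUSG00000079180), a pentraxin made by Paneth cells, was at 324 ± 209 FPKM in HH_TBI and 12.4 ± 4.29 FPKM in HH_Ctrl (SD, n = 3). Mptx2 had a log2 fold change of 4.401 (standard error 0.62, adjusted p = 0.00245). The antimicrobial ribonuclease gene Ang4 (ENSMUSG00000060615) was at 495 ± 303 FPKM in HH_TBI and 27.2 ± 19.5 FPKM in HH_Ctrl (SD, n = 3). Ang4 had a log2 fold change of 4.12 (standard error 0.65, adjusted p = 0.00346). Hsd11b1 (ENSMUSG00000016194), whose enzyme regenerates active glucocorticoids, rose with a log2 fold change of 3.67 (standard error 0.23, adjusted p = 0.000325). Genes that fell included Igfbp6 (ENSMUSG00000023046), whose product binds insulin-like growth factor, with a log2 fold change of -2.700 (standard error 0.36, adjusted p = 0.002), and Gvin1 (ENSMUSG00000045868), an interferon-induced GTPase. Gvin1 had a log2 fold change of -2.97 (standard error 0.49, adjusted p = 0.00415). Of 9 measured Paneth cell genes, 5 rose and none fell over all genes tested, and 7 rose when adjusted over the list alone (mean log2 fold change 2.10, adjusted p = 0.0133, and adjusted p = 0.714 with an estimated correlation). Against all 6 control libraries the calls of the list (1.357, adjusted p = 0.0682), of Mptx2 (2.517, adjusted p = 0.166) and of Ang4 (2.406, adjusted p = 0.153) ended. They ended as well with LL_Ctrl in place of HH_Ctrl, chosen after seeing the data (0.616, adjusted p = 0.44, 0.633, adjusted p = 0.497, and 0.691, adjusted p = 0.365), while Hsd11b1, Igfbp6 and Gvin1 stayed called in both settings. The mean log2 value of the list was 11.06 in LL_TBI 3 and 10.27 in HH_TBI 3, the libraries with ileal genes, and 6.92 to 9.93 in the others. In HH_Ctrl, 8 of these 9 genes were lower than in LL_Ctrl (mean log2 difference -1.48, adjusted p = 0.0366, and adjusted p = 0.748 with an estimated correlation), a call that ended without LL_Ctrl 1 (-1.314, adjusted p = 0.0549) or HH_Ctrl 2 (-1.32, adjusted p = 0.0697). Over all genes, 1280 were called higher and 304 lower in HH_TBI than in HH_Ctrl among 12760 tested, and 6053 (47.4%) had an unadjusted p under 0.05. The 3 irradiated and the 3 control libraries did not overlap for 6617 genes (51.9%, against 10% by chance). After the FPKM were divided by each library's median ratio to the genes' geometric means, a scaling chosen after seeing the data, 1055 genes were higher and 451 lower. For LL_Ctrl in place of HH_Ctrl the numbers were 631 and 634.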

The Venn diagram illustrates the common and unique genes between the HH and LL irradiation groups (Fig. 5b). 

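Genes called after both modes were few and mostly known targets of p53 or genes of hemoglobin and gasdermin C. The 15 genes higher after both modes were Aen, Akr1b8, Avpi1, Casp14, Eda2r, Etv4, Gdf15, Gtse1, Krt15, Mboat1, Mgmt, Phlda3, Psrc1, Sesn2 and Zmat3, and the 6 lower after both were Gsdmc2, Gsdmc4, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. Avpi1, Casp14, Etv4, Krt15, Mboat1, Mgmt and Gtse1 are named because they belong to this overlap and were chosen after their values were seen. Gdf15 (ENSMUSG00000038508), a stress-induced cytokine, had a log2 fold change of 2.86 (standard error 0.31, adjusted p = 0.02) after LL irradiation and a log2 fold change of 3.04 (adjusted p = 0.000854) after HH irradiation. Eda2r (ENSMUSG00000034457), a death receptor gene induced by p53, had values of 2.96 (adjusted p = 0.0263) and 3.79 (adjusted p = 0.000854) on the same scale. Among the 12520 genes tested in both comparisons, independent lists of 22 and 1257 genes would share 2.21 higher genes (Fisher's exact test, p = 8.48e-11), and lists of 7 and 293 would share 0.16 lower genes (p = 1.07e-09). Of the 1257 genes called higher after HH irradiation, 1013 (80.6%) also had a positive log2 fold change after LL irradiation, with a median of 0.45 there and 1.48 after HH irradiation. For the 293 lower genes 250 (85.3%) had the same sign, with medians of -0.73 and -1.22. The call of Gdf15 after LL irradiation ended without LL_Ctrl 1 (2.806, adjusted p = 0.12), LL_Ctrl 2 (3.032, adjusted p = 0.0808), LL_Ctrl 3 (2.738, adjusted p = 0.124) or LL_TBI 2 (2.724, adjusted p = 0.116). That of Eda2r ended without LL_Ctrl 1 (3.001, adjusted p = 0.137), LL_Ctrl 2 (2.959, adjusted p = 0.143), LL_Ctrl 3 (2.92, adjusted p = 0.14) or LL_TBI 2 (2.711, adjusted p = 0.116). With the trends on GC content and length removed, chosen after seeing the data, neither was called after LL irradiation (Gdf15 2.891, adjusted p = 0.0519, and Eda2r 3.084, adjusted p = 0.0589).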

Next, we used Metascape for gene ontology (GO) pathway enrichment analysis of the upregulated or downregulated genes after LL irradiation (Fig. 5c-d) or HH irradiation (Fig. 5e-f) compared to their respective control groups. In global analysis, we found that more genes and signaling pathways were activated in HH than in LL groups (Fig. 5a).

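Genes of macrophages were among those whose response to HH irradiation exceeded that to LL irradiation. Mpeg1 (ENSMUSG00000046805), a perforin of macrophages, was at 20.2 ± 1.46 FPKM in LL_Ctrl, 19.5 ± 5.15 in LL_TBI, 2.62 ± 0.8805 in HH_Ctrl and 18.3 ± 4.11 in HH_TBI (SD, n = 3), a difference between the responses of 2.88 on the log2 scale (standard error 0.37, adjusted p = 0.01). Ms4a6c (ENSMUSG00000079419), another gene of myeloid cells, had a difference of 3.16 (standard error 0.43, adjusted p = 0.01), and Alg6, an enzyme of protein glycosylation, one of 1.82 (adjusted p = 0.01). In the other direction, Gal (ENSMUSG00000024907), which encodes the neuropeptide galanin, was at 1.24 ± 0.572, 13.1 ± 8.199, 5.900 ± 1.94 and 4.08 ± 1.24 FPKM in the same order (difference -3.74 (adjusted p = 0.0124)). Ckm, the creatine kinase of muscle, had a difference of -2.102 (adjusted p = 0.01). Over all genes the responses differed for 952 of 12921 genes, with 870 higher and 82 lower in the response to HH irradiation. Of the 1242 genes called higher only after HH irradiation, 329 passed this test of the difference, and of the 287 called lower only after HH irradiation, 31 did. Of the 7 genes called higher only after LL irradiation 4 passed it, and the 1 gene called lower only after LL irradiation did not. The count of 952 went to 340, 112 and 69 without LL_Ctrl 1, 2 and 3, to 2030 without LL_TBI 3, to 438, 366 and 350 without HH_Ctrl 1, 2 and 3, and to 249 and 569 without HH_TBI 1 and 2. With median-ratio scaling 824 genes were higher and 348 lower. With the pancreatic lists removed and the remaining FPKM of every library rescaled, 688 were higher and 468 lower. With each library's trends on GC content and length removed the numbers were 211 and 212.

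The control groups themselves differed. Ccl11, which encodes the eosinophil chemokine eotaxin, was at 0.506 ± 0.165 FPKM in HH_Ctrl and 12.04 ± 0.951 FPKM in LL_Ctrl. Ccl11 had a log2 fold change of -4.35 (standard error 0.200, adjusted p = 5.55e-05). Cyp2c55 (ENSMUSG00000025002), a cytochrome P450, was at 1.78 ± 0.773 and 103 ± 23.3 FPKM (log2 difference -5.83 (adjusted p = 5.55e-05)). Compared with LL_Ctrl, 291 genes were higher and 1499 lower in HH_Ctrl among 12595 tested (406 and 1089 with median-ratio scaling, 399 and 660 with the trends on GC content and length removed). The 2 control groups did not overlap for 7265 genes (57.7%, against 10% by chance). Between HH_TBI and LL_TBI limma called 0 of 13049 genes, with 1458 (11.2%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.081, and 330 were called without LL_TBI 3 and 1 without HH_TBI 3.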

GO pathway enrichment of upregulated or downregulated genes upon both LL and HH irradiation were analyzed (Fig. 6a and b). The results showed that the signaling pathways of gland morphogenesis, inflammatory response, cell migration et al. were activated (Fig. 6a), while the signaling pathways of erythrocytes take up oxygen and release carbon dioxide, drug ADME, pyroptosis, et al. were inhibited (Fig. 6b). 

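Genes of hemoglobin fell after both modes, while the broad terms for inflammation and cell migration shifted upward without single genes called after LL irradiation. Hbb-bs (ENSMUSG00000052305), a beta-globin, was at 0.749 ± 0.264 FPKM in LL_TBI and 47.7 ± 26.1 FPKM in LL_Ctrl (SD, n = 3) after LL irradiation and at 1.76 ± 1.45 FPKM in HH_TBI and 21.4 ± 11.1 FPKM in HH_Ctrl (SD, n = 3) after HH irradiation. The log2 fold changes were -5.73 (adjusted p = 0.0045) and -3.69 (adjusted p = 0.00294). Of 7 measured genes of red cell gas transport, 4 fell after LL irradiation (5 when adjusted over the list alone) and 5 after HH irradiation (5 over the list alone), and none rose (mean log2 fold changes -3.79, adjusted p = 5.18e-07, and -2.57, adjusted p = 0.000607). With an estimated correlation these became adjusted p = 0.778 and adjusted p = 0.702. Of 259 measured genes of the inflammatory response term, limma called 0 after LL irradiation, and their mean log2 fold change was 0.22 (adjusted p = 0.00676, and adjusted p = 0.937 with an estimated correlation). After HH irradiation 81 of 252 rose and 3 fell (mean 0.79, adjusted p = 6.37e-05, and adjusted p = 0.519 with an estimated correlation). The term for positive regulation of cell migration had means of 0.13 over 209 genes after LL irradiation (adjusted p = 0.027) and 0.65 over 210 genes after HH irradiation (adjusted p = 0.000243), and with an estimated correlation adjusted p = 0.937 and adjusted p = 0.519. This test of the terms' members was chosen after seeing the data. Among the 15 genes called higher after both modes, none belongs to either term, where 0.29 members of the inflammatory term would be there by chance (Fisher's exact test, adjusted p = 1). The term for gland morphogenesis had 4 measured members, too few to test.

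Genes of drug and xenobiotic metabolism were lower after LL irradiation. Of 34 genes of biological oxidations, limma called 0 after LL irradiation, 16 had an unadjusted p under 0.05, and 4 fell when adjusted over the list alone (mean log2 fold change -0.93, adjusted p = 2.13e-05, and adjusted p = 0.778 with an estimated correlation). Ugt1a1 (ENSMUSG00000089960), which glucuronidates bilirubin and drugs, had a log2 fold change of -1.76 (standard error 0.31, adjusted p = 0.0989). The call of Hbb-bs after LL irradiation ended without LL_TBI 2 (-5.464, adjusted p = 0.0714), and that of the biological oxidations list without LL_TBI 3 (-0.569, adjusted p = 0.0752) or with all 6 control libraries (-0.236, adjusted p = 0.126). With HH_Ctrl in place of LL_Ctrl, chosen after seeing the data, the mean of this list was 0.45 (adjusted p = 0.78). The red cell list stayed past the threshold with all 6 control libraries after LL (-3.475, adjusted p = 4.85e-07) and HH irradiation (-2.888, adjusted p = 9.41e-05).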

The regulation of lymphocyte activation signal inhibition was consistent with the result of lymphocytes count shown in Fig. 2e. 

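T cell genes were lower after both modes, although HH_Ctrl 2 lay within the range of the HH_TBI libraries. Lck (ENSMUSG00000000409), the kinase that starts signaling from the T cell receptor, was at 2.32 ± 0.315 FPKM in LL_TBI and 5.698 ± 0.584 FPKM in LL_Ctrl (SD, n = 3). Lck had a log2 fold change of -1.26 (standard error 0.18, adjusted p = 0.0576). Trbc2 (ENSMUSG00000076498), a constant segment of the T cell receptor, fell after HH irradiation from 10.2 ± 1.75 to 4.63 ± 1.12 FPKM (SD, n = 3). Trbc2 had a log2 fold change of -1.13 (standard error 0.21, adjusted p = 0.00601). Lat (ENSMUSG00000030742), an adaptor of the same receptor, had a log2 fold change of -1.27 (standard error 0.34, adjusted p = 0.0232). Of 16 measured T cell genes all had a negative log2 fold change after LL irradiation, where limma called 0 over all genes, 14 had an unadjusted p under 0.05 and 5 fell when adjusted over the list alone (mean -0.96, adjusted p = 2.84e-09, and adjusted p = 0.778 with an estimated correlation). After HH irradiation 5 of 17 fell and none rose, over all genes and over the list alone (mean -0.69, adjusted p = 0.00104, and adjusted p = 0.714 with an estimated correlation). The difference between these responses did not pass the test (0.31, adjusted p = 0.997). Against all 6 control libraries both shifts stayed past the threshold (-0.837, adjusted p = 3.92e-07 after LL and -0.846, adjusted p = 2.45e-05 after HH irradiation). Genes of B cells, led by the antigen receptor component Cd79a, had no called member after either mode with limma, at mean log2 fold changes of -0.32 over 5 genes after LL irradiation (1 at an unadjusted p under 0.05, list adjusted p = 0.344) and -1.44 over 12 genes after HH irradiation (1 at an unadjusted p under 0.05, list adjusted p = 0.0579). The mean log2 value of the B cell list was 2.46 and 2.53 in HH_Ctrl 1 and 3, -1.48 in HH_Ctrl 2 and -0.62 to -0.05 in HH_TBI. The lower B cell mean after HH irradiation thus rests on high values in HH_Ctrl 1 and 3. Without HH_Ctrl 2 it was -2.745 (adjusted p = 2.65e-10). The T cell list was at 1.81, 0.84 and 1.62 in HH_Ctrl 1, 2 and 3 and at 0.48 to 1.02 in HH_TBI. The call of Trbc2 ended without HH_TBI 1, where its log2 fold change was -0.99, and that of Lat ended without HH_Ctrl 1 (-1.008, adjusted p = 0.0815), HH_Ctrl 3 (-1.282, adjusted p = 0.0577), HH_TBI 1 (-1.037, adjusted p = 0.0683) or HH_TBI 3 (-1.225, adjusted p = 0.0505). With the trends on GC content and length removed, chosen after seeing the data, neither was called (Trbc2 -0.828, adjusted p = 0.0224, and Lat -1.061, adjusted p = 0.0577). The paper's term for lymphocyte activation had 1 measured member in the deposited annotation and was not tested.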

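Targets of p53 rose and the gasdermin C genes of pyroptosis fell after both modes. Aen (ENSMUSG00000030609), a p53-induced nuclease of apoptosis, was at 15.2 ± 2.34 FPKM in LL_TBI and 4.78 ± 0.197 FPKM in LL_Ctrl (SD, n = 3). Aen had a log2 fold change of 1.64 (standard error 0.17, adjusted p = 0.0197). Bax (ENSMUSG00000003873), which permeabilizes the outer mitochondrial membrane, had a log2 fold change of 1.25 (standard error 0.18, adjusted p = 0.0551) after LL irradiation and was called higher after HH irradiation. Bax had a log2 fold change of 1.097 (standard error 0.10, adjusted p = 0.000854). Of 22 measured p53 targets, 7 rose after LL irradiation (11 over the list alone) and 14 after HH irradiation (14 when adjusted over the list alone), and none fell (mean log2 fold changes 1.17, adjusted p = 2.45e-15, and 1.56, adjusted p = 1.72e-07; with an estimated correlation adjusted p = 0.778 and adjusted p = 0.702). Gsdmc2 (ENSMUSG00000056293), a member of the gasdermin C family of pore-forming proteins, was at 0.133 ± 0.107 FPKM in LL_TBI and 6.75 ± 3.25 FPKM in LL_Ctrl (SD, n = 3). In the HH comparison it was at 0.0927 ± 0.0621 FPKM in HH_TBI and 8.13 ± 1.69 FPKM in HH_Ctrl (SD, n = 3). Gsdmc2 had log2 fold changes of -4.86 (adjusted p = 0.0192) after LL irradiation and -5.46 (adjusted p = 0.000283) after HH irradiation. Gsdmc4 (ENSMUSG00000055748) was at 0.852 FPKM in LL_TBI 1, is listed at 0 in LL_TBI 2 and 3, and was at 15.5 to 29.1 FPKM in LL_Ctrl. Pycard (ENSMUSG00000030793), the adaptor that links inflammasome sensors to caspase-1, fell after HH irradiation from 149 ± 14.5 to 34.1 ± 2.04 FPKM. Pycard had a log2 fold change of -2.12 (standard error 0.11, adjusted p = 0.000214).

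The rest of these lists moved less evenly. Of 20 measured pyroptosis genes, 2 fell and none rose after LL irradiation (4 fell over the list alone; mean -1.08, adjusted p = 0.00483, and adjusted p = 0.778 with an estimated correlation), and after HH irradiation 4 fell and 3 rose (the same numbers over the list alone; mean -0.44, adjusted p = 0.852). The genes that rose there were Nlrc4 and Aim2, both inflammasome sensors, and Il1b, named here after their values were seen. The call of Aim2 ended without HH_Ctrl 1 (1.358, adjusted p = 0.0919), HH_Ctrl 2 (1.343, adjusted p = 0.0853), HH_TBI 2 (1.655, adjusted p = 0.0551) or HH_TBI 3 (1.328, adjusted p = 0.074), and with all 6 control libraries none of the 3 was called (Nlrc4 0.599, adjusted p = 0.183, Aim2 1.14, adjusted p = 0.0894, and Il1b 1.104, adjusted p = 0.378). Nlrc4 (0.994) and Bax (0.993) were also under the fold threshold after HH irradiation with median-ratio scaling. With the trends on GC content and length removed Nlrc4 was under it (0.691) and Aim2 was not called (1.173, adjusted p = 0.115). Gsdmc4 was then not called after LL irradiation (-6.484, adjusted p = 0.0619). Both settings were chosen after seeing the data. Of 19 genes that promote apoptosis, limma called 0 after LL irradiation, 8 had an unadjusted p under 0.05 and 1 rose when adjusted over the list alone (mean -0.08, adjusted p = 0.956), and 4 rose and none fell after HH irradiation (4 over the list alone; mean 0.13, adjusted p = 0.863). The call of Aen ended without LL_Ctrl 1 (1.668, adjusted p = 0.137), LL_Ctrl 2 (1.614, adjusted p = 0.143), LL_Ctrl 3 (1.625, adjusted p = 0.14) or LL_TBI 2 (1.564, adjusted p = 0.0786), and that of Gsdmc2 after LL irradiation without LL_Ctrl 1 (-4.513, adjusted p = 0.0916), LL_Ctrl 2 (-4.794, adjusted p = 0.11) or LL_TBI 2 (-4.548, adjusted p = 0.0887). Gsdmc4 lost its LL call in 4 of 6 fits with 1 library left out, where its adjusted p reached 0.178. The pyroptosis list was not past the threshold with HH_Ctrl in place of LL_Ctrl (-0.74, adjusted p = 0.161), chosen after seeing the data. Without LL_TBI 1 and 2, the libraries with pancreatic transcripts, its mean was -0.60. That fit, also chosen after seeing the data, leaves only LL_TBI 3, the library with ileal genes, in its group. The pyroptosis list stayed past the threshold with all 6 control libraries (-0.909, adjusted p = 0.0136). The p53 target list also did so there (1.313, adjusted p = 6.5e-13 after LL and 1.417, adjusted p = 1.99e-11 after HH irradiation).

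**Figure D2:**
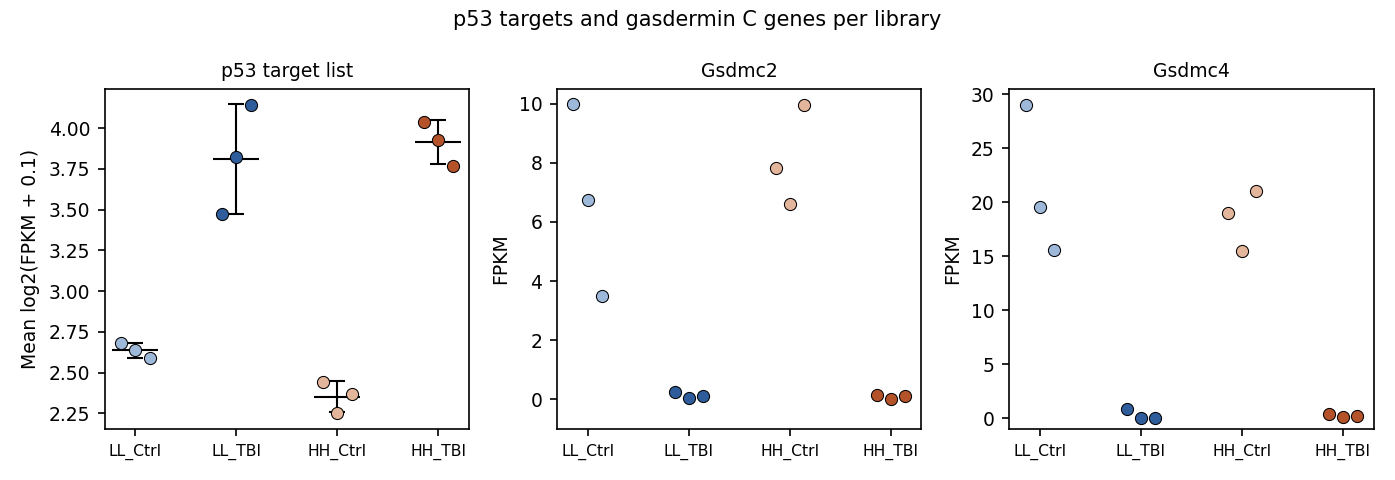
The p53 target list (mean log2(FPKM + 0.1) over its genes) and the FPKM of Gsdmc2 and Gsdmc4, by group. Each point is 1 library, and in the plot of the list the bars give mean ± SD of 3 libraries. The list lies higher in the irradiated than in the control libraries of each mode, and the gasdermin genes lie near 0 in every irradiated library.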

Of note, the positive regulation of apoptotic process signal was activated while the pyroptosis signal was inhibited, indicating that the type of cell death caused by LL and HH irradiation appeared to be apoptosis instead of pyroptosis (Fig. 6a and b). Furthermore, the apoptosis signal was more enriched in the LL group (Fig. 5d), which was consistent with the TUNEL results (Fig. 4f, g).

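Genes of p53 signaling were over-represented among the genes higher after LL irradiation, and no apoptosis list differed between the modes. Of the 68 background genes of the p53 signaling pathway term, Gtse1, Sesn2, Siva1 and Zmat3 were among the 22 genes higher after LL irradiation (Fisher's exact test, adjusted p = 1.62e-05). Gtse1 and Siva1 are named as members of this overlap, chosen after their values were seen. Sesn2 (ENSMUSG00000028893), a sestrin of the stress response, was at 9.92 ± 1.55 FPKM in LL_TBI and 3.93 ± 0.263 FPKM in LL_Ctrl (SD, n = 3). Sesn2 had a log2 fold change of 1.304 (standard error 0.18, adjusted p = 0.044). Bbc3 (ENSMUSG00000002083), which encodes the apoptosis inducer PUMA, had log2 fold changes of 0.96 (adjusted p = 0.202) after LL irradiation and 1.097 (adjusted p = 0.00949) after HH irradiation, and the difference between these was 0.14 (adjusted p = 0.877). For Bax the difference was -0.15 (adjusted p = 0.694). Bbc3 was not past the fold threshold after HH irradiation without HH_Ctrl 2 (0.972) or HH_TBI 2 (1). The p53 target list differed by 0.39 between the responses (HH minus LL, 1 of 22 genes higher and none lower, also over the list alone; adjusted p = 0.478), and the list of genes that promote apoptosis by 0.21 (1 of 19 higher and none lower, also over the list alone; adjusted p = 0.855). The term for the apoptotic process, with 294 background genes, had 1 member (Phlda3) among the genes higher after LL irradiation (adjusted p = 0.611). Over its 302 measured genes the mean log2 fold change after LL irradiation was 0.12 (adjusted p = 0.0813), and over 298 genes after HH irradiation it was 0.38 (adjusted p = 0.0783), by a test of the term's members chosen after seeing the data. The call of Sesn2 ended without LL_Ctrl 1 (1.357, adjusted p = 0.245), LL_Ctrl 2 (1.269, adjusted p = 0.287), LL_Ctrl 3 (1.286, adjusted p = 0.264) or LL_TBI 2 (1.235, adjusted p = 0.125). With median-ratio scaling, chosen after seeing the data, Sesn2 was not called (1.387, adjusted p = 0.0661) and Bbc3 was under the fold threshold after HH irradiation (0.997).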

Furthermore, we focused on the differential expression genes that exhibited changes specifically after LL irradiation or exclusively after HH irradiation. 

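Of the 7 genes called higher only after LL irradiation, Psat1 and Nme4 belong to the lists of serine and pyrimidine metabolism, and Siva1 to the p53 signaling term. Psat1 (ENSMUSG00000024640), an enzyme of serine synthesis, was at 12.2 ± 1.601 FPKM in LL_TBI and 3.92 ± 0.187 FPKM in LL_Ctrl (SD, n = 3). Psat1 had a log2 fold change of 1.61 (standard error 0.17, adjusted p = 0.0197), and the difference between the responses (HH minus LL) was -0.88 (adjusted p = 0.0926). Nme4 (ENSMUSG00000024177), a nucleoside diphosphate kinase that makes nucleoside triphosphates, was at 5.93 ± 0.624 FPKM in LL_TBI and 2.300 ± 0.205 FPKM in LL_Ctrl (SD, n = 3). Nme4 had a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.0367), and the responses differed by -0.83 (adjusted p = 0.0442). The call of this difference for Nme4 ended without LL_Ctrl 1 (-0.894, adjusted p = 0.0713), LL_Ctrl 2 (-0.819, adjusted p = 0.105), LL_Ctrl 3 (-0.773, adjusted p = 0.118), LL_TBI 2 (-0.774, adjusted p = 0.0603), HH_Ctrl 1 (-0.887, adjusted p = 0.0687), HH_Ctrl 2 (-0.764, adjusted p = 0.104), HH_Ctrl 3 (-0.835, adjusted p = 0.0926), HH_TBI 1 (-0.717, adjusted p = 0.0973) or HH_TBI 2 (-0.874, adjusted p = 0.0692). Phgdh (ENSMUSG00000053398), the first enzyme of serine synthesis, was at 25.96 ± 11.02 FPKM in LL_TBI and 7.27 ± 0.514 FPKM in LL_Ctrl (SD, n = 3). Phgdh had a log2 fold change of 1.71 (standard error 0.34, adjusted p = 0.128). Cad (ENSMUSG00000013629), which starts pyrimidine synthesis, had a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.128), and the amino acid transporter gene Slc7a5 (ENSMUSG00000040010) a log2 fold change of 1.701 (standard error 0.28, adjusted p = 0.0825). Of 16 genes of serine, glycine and threonine metabolism, 1 rose and none fell after LL irradiation (5 rose over the list alone; mean log2 fold change 0.63, adjusted p = 0.0405). Of 17 genes of pyrimidine synthesis, 1 rose and none fell (2 over the list alone; mean 0.21, adjusted p = 0.0246). The adjusted p of both lists was 0.778 with an estimated correlation. Among 16 amino acid transporters limma called 0, with 6 at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone (mean -0.04, adjusted p = 0.636).

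The serine list moved with the pancreatic transcripts: its mean log2 value was 3.47 and 3.57 in LL_TBI 1 and 2, 2.37 in LL_TBI 3 and 2.45 to 2.56 in LL_Ctrl. Without LL_TBI 1 and 2, chosen after seeing the data, its mean log2 fold change was -0.17, with only LL_TBI 3, the library with ileal genes, left in the group. The call of the serine list ended without LL_TBI 1 (0.458, adjusted p = 0.597) or LL_TBI 2 (0.411, adjusted p = 0.225). The call of the pyrimidine list ended without LL_TBI 1 (0.076, adjusted p = 0.259). Psat1 was at 13.4, 10.4 and 12.9 FPKM in LL_TBI 1, 2 and 3, and its call ended without LL_Ctrl 1 (1.595, adjusted p = 0.137), LL_Ctrl 2 (1.588, adjusted p = 0.143), LL_Ctrl 3 (1.648, adjusted p = 0.136) or LL_TBI 2 (1.722, adjusted p = 0.0595). That of Nme4 ended without LL_Ctrl 1 (1.392, adjusted p = 0.21), LL_Ctrl 2 (1.317, adjusted p = 0.28), LL_Ctrl 3 (1.271, adjusted p = 0.256) or LL_TBI 2 (1.272, adjusted p = 0.124). Calls of the serine list (0.542, adjusted p = 0.597), the pyrimidine list (0.15, adjusted p = 0.234), Psat1 (1.225, adjusted p = 0.0582) and Nme4 (0.99, adjusted p = 0.0565) also ended against all 6 control libraries. With HH_Ctrl in place of LL_Ctrl, chosen after seeing the data, Psat1 (0.84, adjusted p = 0.0631) and Nme4 (0.653, adjusted p = 0.0413) were not called and neither list was past the threshold. Of the terms, glycine, serine and threonine metabolism held 1 of the 7 genes (Psat1, of 33 background genes, Fisher's exact test, adjusted p = 0.0366), and positive regulation of protein processing held 0 of its 13. By a test of the terms' members chosen after seeing the data, the first did not shift after LL irradiation (mean 0.113, adjusted p = 0.907). The second had a mean of 0.435 over 13 genes (adjusted p = 0.0402, and adjusted p = 0.937 with an estimated correlation).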

The enrichment results of the genes exclusively upregulated in LL groups showed that the amino acid metabolism and transport, pyrimidine ribonucleoside triphosphate biosynthetic process, positive regulation of protein processing et al. were activated (Fig. 6c). 

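Neutrophil genes were more abundant after both modes, at low levels. S100a9 (ENSMUSG00000056071), a calcium-binding protein of neutrophil granules, was at 0.405, 0.902 and 11.6 FPKM in LL_TBI 1, 2 and 3 and at 0.079 to 0.083 FPKM in LL_Ctrl. S100a9 had a log2 fold change of 3.32 (standard error 1.05, adjusted p = 0.207). Ltf (ENSMUSG00000032496), the granule protein lactoferrin, was at 5.19 ± 6.56 FPKM in LL_TBI and 0.3497 ± 0.137 FPKM in LL_Ctrl (SD, n = 3). Ltf had a log2 fold change of 2.79 (standard error 0.83, adjusted p = 0.197). After HH irradiation Mmp9 (ENSMUSG00000017737), a gelatinase stored in neutrophil granules, rose from 0.802 ± 0.0857 to 6.89 ± 2.87 FPKM (SD, n = 3). Mmp9 had a log2 fold change of 2.88 (standard error 0.298, adjusted p = 0.00108). Lcn2 (ENSMUSG00000026822), which binds bacterial siderophores, had a log2 fold change of 1.49 (standard error 0.25, adjusted p = 0.00442). Of 8 neutrophil genes measured in the LL comparison, limma called 0 over all genes and over the list alone, and 4 had an unadjusted p under 0.05 (mean log2 fold change 1.22, adjusted p = 0.019, and adjusted p = 0.778 with an estimated correlation). All 4 measured in the HH comparison rose, also over the list alone (mean 2.12, adjusted p = 0.0128, and adjusted p = 0.702 with an estimated correlation). The difference between the responses did not pass the test (0.96, 2 of 7 genes higher, also over the list alone; adjusted p = 0.474). The LL shift was not past the threshold without LL_TBI 3 (0.645, adjusted p = 0.406) or without the pancreatic lists (1.411, adjusted p = 0.166), and the HH shift was not with LL_Ctrl in place of HH_Ctrl (0.93, adjusted p = 0.242, chosen after seeing the data). With LL_Ctrl in place of HH_Ctrl the log2 fold change of Mmp9 was -0.64, and against all 6 control libraries Mmp9 was not called (1.12, adjusted p = 0.482). The neutrophil list stayed past the threshold against all 6 control libraries, after LL (1.886, adjusted p = 0.00385) and after HH irradiation (1.604, adjusted p = 0.0211), and Lcn2 stayed called.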

Neutrophil degranulation was also enriched in these genes set, consistent with the results of neutrophils count shown in Fig. 2d. In addition, the genes exclusively downregulated in the LL groups could be enriched in several immune associated signals, including production of molecular mediator of immune response, adaptive immune response, acute inflammatory response to antigenic stimulus, defense response to bacterium, which suggests that the immune signals were inhibited after LL irradiation (Fig. 6d).

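A mast cell protease gene was called lower after LL irradiation. Mcpt1 (ENSMUSG00000022227), a protease of mucosal mast cells, was at 0.414 FPKM in LL_TBI 2, is listed at 0 in LL_TBI 1 and 3, and was at 4.57 to 5.87 FPKM in LL_Ctrl. Mcpt1 had a log2 fold change of -4.95 (standard error 0.63, adjusted p = 0.0323). In HH_Ctrl it was at 0.222 to 1.06 FPKM, under the minimum for the HH comparison, and the difference between the responses was 2.53 (adjusted p = 0.113). Trbc2, part of the T cell receptor, had a log2 fold change of -0.97 (standard error 0.17, adjusted p = 0.0943) after LL irradiation. The adaptive immune response term had a mean log2 fold change of -0.28 over 119 measured genes (adjusted p = 0.00643, and adjusted p = 0.937 with an estimated correlation, by a test of the term's members chosen after seeing the data), and the term for the defense response to bacterium did not shift (200 genes, adjusted p = 0.978). Only 1 gene, Mgam2-ps, was called lower after LL irradiation alone among genes tested in both comparisons, so the terms for the adaptive immune response (116 genes), the defense response to bacterium (186) and the hematopoietic cell lineage (140) held 0 of it. Plasma cell genes, which make antibodies, had no member called by limma (11 measured, 2 at an unadjusted p under 0.05, mean -0.20, adjusted p = 0.689), and 0 of 8 genes of antigen presentation on MHC class II were called or had an unadjusted p under 0.05 (mean 0.03, adjusted p = 0.714). The call of Mcpt1 ended without LL_Ctrl 1 (-5.046, adjusted p = 0.187), LL_Ctrl 2 (-4.869, adjusted p = 0.199) or LL_Ctrl 3 (-4.934, adjusted p = 0.198) or with all 6 control libraries (-3.439, adjusted p = 0.087), and with median-ratio scaling (-4.797, adjusted p = 0.073), chosen after seeing the data.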

Furthermore, the enrichment results of the genes exclusively upregulated in HH groups showed that the signaling pathways of positive regulation of cell migration, vasculature development, extracellular matrix organization, etc. were activated (Fig. 6e). It’s worth noting that immune associated responses, such as positive regulation of cytokine production, immune effector process, and chemotaxis regulation were exclusively activated after HH irradiation instead of LL irradiation, which indicated that HH could promote immune response and potentially serve as an adjunct to cancer immunotherapy. 

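Genes of the extracellular matrix and of blood vessels rose after HH irradiation from a low level in HH_Ctrl. Dcn (ENSMUSG00000019929), the collagen-binding proteoglycan decorin, was at 62.7 ± 12.04 FPKM in HH_TBI and 7.89 ± 1.38 FPKM in HH_Ctrl (SD, n = 3). Dcn had a log2 fold change of 2.97 (standard error 0.18, adjusted p = 0.000283), and it was at 43.6 ± 6.75 FPKM in LL_Ctrl. Mmp2 (ENSMUSG00000031740), a protease that degrades matrix, had a log2 fold change of 3.52 (standard error 0.31, adjusted p = 0.000854). Kdr (ENSMUSG00000062960), the main receptor for vascular endothelial growth factor, was at 4.896 ± 1.65 FPKM in HH_TBI and 0.745 ± 0.198 FPKM in HH_Ctrl (SD, n = 3). Kdr had a log2 fold change of 2.53 (standard error 0.32, adjusted p = 0.00171), and it was at 4.41 ± 1.16 FPKM in LL_Ctrl. Of 36 measured matrix genes 32 rose and none fell (33 over the list alone; mean log2 fold change 2.12, adjusted p = 1.76e-14), and of 19 endothelial genes 14 rose and none fell (14 over the list alone; mean 1.49, adjusted p = 1.62e-06). With an estimated correlation both lists had adjusted p = 0.702. After LL irradiation limma called 0 of 38 matrix genes, with 14 at an unadjusted p under 0.05, none over the list alone and 36 above 0 (mean 0.80, adjusted p = 1.51e-12, and adjusted p = 0.778 with an estimated correlation; 0.395 without LL_TBI 3). The responses differed for the matrix list by 1.27 (7 of 37 genes higher, 22 over the list alone, none lower; adjusted p = 2.73e-06) and for the endothelial list by 1.297 (6 of 21 higher, 13 over the list alone, none lower; adjusted p = 1.41e-06), and with an estimated correlation adjusted p = 0.946 and adjusted p = 0.826.

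In HH_Ctrl, 25 of 35 matrix genes (26 over the list alone) and 15 of 20 endothelial genes (15 over the list alone) were lower than in LL_Ctrl, and none was higher (mean log2 differences -1.39, adjusted p = 6.6e-07, and -1.42, adjusted p = 0.000256; adjusted p = 0.724 for both with an estimated correlation). With LL_Ctrl in place of HH_Ctrl, chosen after seeing the data, the matrix list stayed past the threshold at a lower mean (0.74, adjusted p = 8.4e-07), the endothelial list was no longer past the threshold (0.04, adjusted p = 0.431), nor were Dcn (0.52, adjusted p = 0.0539) and Kdr (0.12, adjusted p = 0.794). With all 6 control libraries, Dcn (1.743, adjusted p = 0.112) and Kdr (1.323, adjusted p = 0.235) were not called after HH irradiation, while Mmp2 was, and both lists stayed past the threshold (1.4, adjusted p = 8.79e-10 for the matrix and 0.738, adjusted p = 0.00412 for the endothelial list). Without LL_TBI 1 and 2 the difference between the responses in the matrix list was 0.48. This fit, chosen after seeing the data, leaves only LL_TBI 3 in its group, the library with ileal genes. Pancreatic RNA and gut segment cannot be told apart in it. Among the genes called only after HH irradiation, the term for positive regulation of cell migration held 56 of 206 genes (20.44 by chance, Fisher's exact test, adjusted p = 2.18e-12) and that for vasculature development 7 of 24 (2.38 by chance, adjusted p = 0.00708). In HH_Ctrl 42 of 204 genes of the migration term were lower than in LL_Ctrl and 5 higher. Of 24 genes of the vasculature term 7 were lower and none higher, against 1499 lower and 291 higher of 12595 over all genes. Only 329 of the 1242 genes called higher only after HH irradiation passed the test of the difference between the responses.

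**Figure D3:**
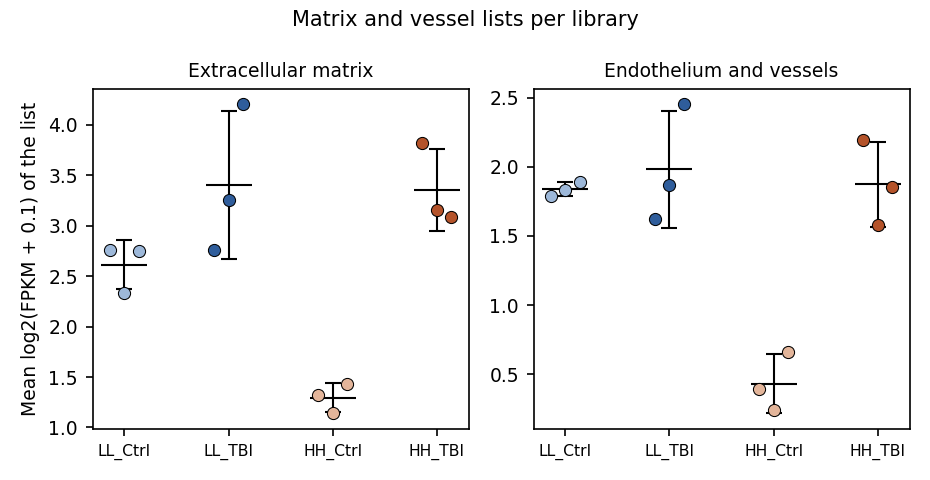
Mean log2(FPKM + 0.1) over the genes of the extracellular matrix list and of the endothelium and vessel list, by group. Each point is 1 library, and the bars give mean ± SD of 3 libraries. The HH_Ctrl libraries lie lowest in both plots, at 1.14 to 1.43 for the matrix list and 0.24 to 0.66 for the endothelial list.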

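Chemokine and cytokine genes rose after HH irradiation. Ccl11 (ENSMUSG00000020676) was at 23.4 ± 7.45 FPKM in HH_TBI and 0.506 ± 0.165 FPKM in HH_Ctrl (SD, n = 3). Ccl11 had a log2 fold change of 5.27 (standard error 0.28, adjusted p = 0.000214), and the responses differed by 3.81 (adjusted p = 0.0106). Il33 (ENSMUSG00000024810), an alarmin of stromal and epithelial cells, rose from 2.45 ± 0.433 to 21.97 ± 9.46 FPKM. Il33 had a log2 fold change of 3.04 (standard error 0.29, adjusted p = 0.00101) and a difference between the responses of 2.28 (adjusted p = 0.0196), a call that ended without LL_Ctrl 2 (2.278, adjusted p = 0.0555) or LL_Ctrl 3 (2.413, adjusted p = 0.0589). Cxcl10 (ENSMUSG00000034855), which attracts activated T cells, had a log2 fold change of 2.24 (standard error 0.23, adjusted p = 0.00108), and the difference between the responses was 1.98 (adjusted p = 0.248). Of 35 measured cytokine and chemokine genes 20 rose and 1 fell after HH irradiation (21 and 1 over the list alone; mean log2 fold change 1.69, adjusted p = 0.000214, and adjusted p = 0.71 with an estimated correlation). After LL irradiation limma called 0 of 37, with 19 at an unadjusted p under 0.05, while 10 rose and 1 fell when adjusted over the list alone (mean 0.75, adjusted p = 3.75e-06, and adjusted p = 0.778 with an estimated correlation). The mean log2 value of this list was 3.59 in LL_TBI 3, the library with ileal genes, and 2.38 and 2.27 in LL_TBI 1 and 2, and without LL_TBI 3 the mean log2 fold change was 0.299 (adjusted p = 0.00142). The list did not pass the test of the difference between the modes (0.96, 3 of 37 genes higher and none lower, also over the list alone, adjusted p = 0.095). With 1 library left out this difference ran from 0.738 to 1.393, at adjusted p from 0.00153 to 0.4, so the missing call depends on single libraries. In HH_Ctrl 11 of 31 of these genes were lower than in LL_Ctrl and none was higher (12 over the list alone; mean -0.91, adjusted p = 0.0515). With LL_Ctrl in place of HH_Ctrl, chosen after seeing the data, Il33 had a log2 fold change of 0.67 (adjusted p = 0.109), Cxcl10 one of 0.59 (adjusted p = 0.14) and Ccl11 one of 0.91 (adjusted p = 0.014, under the fold threshold). All 3 calls also ended against all 6 control libraries (Ccl11 3.09, adjusted p = 0.109, Il33 1.854, adjusted p = 0.0935, and Cxcl10 1.414, adjusted p = 0.0859). The HH shift of the cytokine list stayed past the threshold against all 6 control libraries (1.196, adjusted p = 0.000504) and with LL_Ctrl in place of HH_Ctrl (0.756, adjusted p = 0.00109). Among genes called only after HH irradiation, the inflammatory response term held 80 of 243 genes (24.11 by chance, Fisher's exact test, adjusted p = 1.05e-22) and that for positive regulation of cytokine production 15 of 50 (4.96 by chance, adjusted p = 8.61e-05). In HH_Ctrl 61 of 242 genes of the inflammatory term were lower than in LL_Ctrl and 12 higher. Of 50 genes of the cytokine term 11 were lower and none higher. Over all genes 1499 of 12595 were lower and 291 higher. Neither term shifted past the threshold between the controls, by a test of the terms' members chosen after seeing the data. These enrichments cannot part a response to HH irradiation from low values in HH_Ctrl. The term for chemotaxis had 7 measured members and that for the immune effector process had 0, so neither was tested. From the terms enriched only after HH irradiation (Fig. 6e), the paper reasons that HH irradiation could promote an immune response, and it proposes that this mode could potentially serve beside cancer immunotherapy.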

The HH exclusive negative genes were enriched in the signals of the electron transport chain, amino acid metabolic process, mitochondrion organization et al. (Fig. 6f). 

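Nuclear genes of the respiratory chain fell after HH irradiation. Ndufb11 (ENSMUSG00000031059), a subunit of complex I, was at 45.9 ± 5.73 FPKM in HH_TBI and 115 ± 9.34 FPKM in HH_Ctrl (SD, n = 3). Ndufb11 had a log2 fold change of -1.33 (standard error 0.12, adjusted p = 0.000932). Atp5g2 (ENSMUSG00000062683), a subunit of the ATP synthase, had a log2 fold change of -1.07 (standard error 0.10, adjusted p = 0.000893), and Ndufs8 (ENSMUSG00000059734), another subunit of complex I, a log2 fold change of -1.07 (standard error 0.10, adjusted p = 0.00103). Of 82 nuclear genes of the respiratory complexes, 13 fell and 1 rose (the same numbers over the list alone), 79 had a negative log2 fold change, and the mean was -0.72 (adjusted p = 3.86e-27, and adjusted p = 0.702 with an estimated correlation). The 13 genes of the complexes encoded in mitochondrial DNA had none called by limma, none at an unadjusted p under 0.05 and a mean of -0.18 (adjusted p = 0.352). After LL irradiation 80 of the 82 nuclear genes also had a negative log2 fold change, with 0 called by limma over all genes or over the list alone, 59 at an unadjusted p under 0.05 and a mean of -0.56 (adjusted p = 9.29e-15, and adjusted p = 0.778 with an estimated correlation). Ndufa1 (ENSMUSG00000016427), of complex I, had a log2 fold change of -0.65 (standard error 0.19, adjusted p = 0.188) there. The responses differed by -0.16 over this list (0 genes called, 5 at an unadjusted p under 0.05; adjusted p = 1.46e-06, and adjusted p = 0.946 with an estimated correlation), against a median difference of 0.18 over all genes. With 1 library left out, this difference went from -0.336 without LL_TBI 2 to 0.018 without LL_TBI 1. The share of FPKM that pancreatic transcripts took in LL_TBI 1 and 2 lowers the values of other genes there. The median log2 fold change of all genes after LL irradiation was -0.12 as deposited. It was 0.098 with the pancreatic lists removed and the remaining FPKM rescaled, so part of the LL mean of -0.56 may come from this share. Among the genes called lower only after HH irradiation, the oxidative phosphorylation term held 13 of 121 genes (2.77 by chance, Fisher's exact test, adjusted p = 1.58e-05), the amino acid metabolic process 3 of 20 (Ddc, Dio1 and Kyat3, 0.46 by chance, adjusted p = 0.0136) and mitochondrion organization 2 of 94 (Cluh and Pyroxd2, 2.15 by chance, adjusted p = 0.639), genes named as members of these overlaps after their values were seen. After removal of each library's trends on GC content and length, chosen after seeing the data, Ndufb11, Ndufs8 and Atp5g2 kept adjusted p of 0.00207, 0.00888 and 0.00274 with log2 fold changes of -0.90, -0.61 and -0.71, under the fold threshold. Atp5g2 was also under it against all 6 control libraries (-0.998, adjusted p = 0.000342). There Ndufb11 and Ndufs8 stayed called, and the list of nuclear genes stayed past the threshold after HH (-0.791, adjusted p = 5.59e-39) and LL irradiation (-0.484, adjusted p = 1.92e-18).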

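Genes of the serine and glycine pathway differed between the modes as a list, a difference that was small without LL_TBI 1 and 2. Cth (ENSMUSG00000028179), which makes cysteine from cystathionine, fell after HH irradiation, at 21.4 ± 0.765 FPKM in HH_TBI and 48.5 ± 5.81 FPKM in HH_Ctrl (SD, n = 3). Cth had a log2 fold change of -1.17 (standard error 0.11, adjusted p = 0.00103). Gcat, which splits a product of threonine into glycine, is in the table under the IDs ENSMUSG00000116378 and ENSMUSG00000006378, and both were called lower after HH irradiation. Gatm (ENSMUSG00000027199), which makes the precursor of creatine, rose with a log2 fold change of 2.401 (standard error 0.37, adjusted p = 0.00328). Arg2 (ENSMUSG00000021125), the mitochondrial arginase, was at 141 ± 56.5 FPKM in HH_TBI and 484 ± 94.3 FPKM in HH_Ctrl (SD, n = 3). Arg2 had a log2 fold change of -1.84 (standard error 0.31, adjusted p = 0.00449). Of 17 genes of serine, glycine and threonine metabolism, 3 fell and 1 rose after HH irradiation (the same numbers over the list alone; mean log2 fold change -0.27, adjusted p = 0.0456, and adjusted p = 0.714 with an estimated correlation). The responses differed over 16 of these genes by -0.87 (HH minus LL, limma called 0 over all genes, 5 had an unadjusted p under 0.05 and 4 were lower over the list alone; adjusted p = 6.96e-05, and adjusted p = 0.826 with an estimated correlation). Without LL_TBI 1 and 2, the libraries with pancreatic transcripts, this difference was -0.10, in a fit chosen after seeing the data that leaves only LL_TBI 3 in its group. Of 21 genes of other amino acid pathways, 3 fell and 2 rose after HH irradiation (the same over the list alone; mean -0.17, adjusted p = 0.111), and after LL irradiation limma called 0, with 9 at an unadjusted p under 0.05, 3 higher and 2 lower over the list alone (mean -0.09, adjusted p = 0.625). Among the genes called lower only after HH irradiation, the term for biosynthesis of amino acids held 7 of 67 (1.54 by chance, Fisher's exact test, adjusted p = 0.00166), among them Aldh18a1 (ENSMUSG00000025007), of proline synthesis. Aldh18a1 had a log2 fold change of -1.13 (standard error 0.26, adjusted p = 0.0141). The HH call of the serine list ended without HH_Ctrl 3 (-0.186, adjusted p = 0.1) or HH_TBI 2 (-0.187, adjusted p = 0.102) or with all 6 control libraries (-0.17, adjusted p = 0.134), and that of Gatm with all 6 control libraries (1.473, adjusted p = 0.114). Arg2 and Aldh18a1 stayed called there. Aldh18a1 was under the fold threshold without HH_Ctrl 2 (-0.96) and without HH_TBI 3 (-0.90).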

Notably, the signals of amino acid metabolism and biosynthesis were inhibited upon HH irradiation but activated after LL irradiation. 

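Lists of mitochondrial organization, of the mitochondrial ribosome and of xenobiotic oxidation shifted downward after HH irradiation. Micos13 (ENSMUSG00000049760), a subunit of the complex that shapes the cristae, was at 20.8 ± 1.01 FPKM in HH_TBI and 44.9 ± 4.31 FPKM in HH_Ctrl (SD, n = 3). Micos13 had a log2 fold change of -1.099 (standard error 0.11, adjusted p = 0.00103). Coq8a (ENSMUSG00000026489), needed for ubiquinone synthesis, was at 3.92 ± 1.44 FPKM in HH_TBI and 21.3 ± 5.42 FPKM in HH_Ctrl (SD, n = 3). Coq8a had a log2 fold change of -2.45 (standard error 0.29, adjusted p = 0.00156). Cyp2b10 (ENSMUSG00000030483), a cytochrome P450 that oxidizes drugs, was at 97.8 ± 51.7 FPKM in HH_TBI and 432 ± 38.3 FPKM in HH_Ctrl (SD, n = 3). Cyp2b10 had a log2 fold change of -2.27 (standard error 0.34, adjusted p = 0.00291). The gene Mgst1 (ENSMUSG00000008540), a microsomal glutathione transferase, also had a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.00359). Of 77 genes of the mitochondrial ribosome 2 fell and none rose (also over the list alone; mean log2 fold change -0.49, adjusted p = 1.08e-15), and of 38 genes of mitochondrial organization 1 fell and none rose (also over the list alone; mean -0.35, adjusted p = 1.62e-06), both at adjusted p = 0.702 with an estimated correlation. The annotated term for mitochondrion organization, with 94 measured genes, had 10 higher and 2 lower and did not shift (mean 0.082, adjusted p = 0.167, by a test chosen after seeing the data). Of 34 genes of biological oxidations 6 fell and none rose (4 over the list alone; mean -0.45, adjusted p = 0.00731, and adjusted p = 0.714 with an estimated correlation). Of 15 genes of mitochondrial biogenesis limma called 0, also over the list alone, with 9 at an unadjusted p under 0.05 (mean -0.22, adjusted p = 0.11). Among these, Tfb2m, a mitochondrial transcription factor, had a log2 fold change of 0.92 (adjusted p = 0.00713) and Esrra, a nuclear receptor of mitochondrial genes, one of -0.62 (adjusted p = 0.00967).

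After LL irradiation limma called 0 genes of the mitochondrial ribosome (77 measured, 2 at an unadjusted p under 0.05, mean -0.26, adjusted p = 0.00273), of mitochondrial organization (38 measured, 7 at an unadjusted p under 0.05, mean -0.28, adjusted p = 0.00737) and of mitochondrial biogenesis (15 measured, 3 at an unadjusted p under 0.05, 1 lower over the list alone, mean -0.46, adjusted p = 0.00863), with adjusted p = 0.786, adjusted p = 0.778 and adjusted p = 0.778 with an estimated correlation. These 3 calls ended without LL_TBI 2 (-0.088, adjusted p = 0.0975) or LL_TBI 3 (-0.251, adjusted p = 0.251) for the ribosome, without LL_TBI 2 (-0.126, adjusted p = 0.0797) or LL_TBI 3 (-0.261, adjusted p = 0.22) for organization and without LL_TBI 3 (-0.442, adjusted p = 0.084) for biogenesis. The pancreatic share of LL_TBI 1 and 2 lowers these 3 LL means too. The median of all genes was -0.12 as deposited and 0.098 with the pancreatic lists removed and the remaining FPKM rescaled. The responses differed for the ribosome list (-0.22, 1 of 77 genes higher and 0 over the list alone; adjusted p = 1.53e-08, and adjusted p = 0.946 with an estimated correlation; -0.032 without LL_TBI 1) and did not pass the test for biological oxidations (0.48, 2 of 34 genes higher, also over the list alone; adjusted p = 0.855), of which 20 were lower and 2 higher in HH_Ctrl than in LL_Ctrl (also over the list alone; mean -1.38, adjusted p = 0.00516, and adjusted p = 0.748 with an estimated correlation). Mgst1 was under the fold threshold without HH_TBI 1 (-0.88) and against all 6 control libraries (-0.645, adjusted p = 0.118), and Micos13 was under it with the trends on GC content and length removed, chosen after seeing the data (-0.683, adjusted p = 0.00275). The LL calls of organization (-0.149, adjusted p = 0.0589) and of biogenesis (-0.273, adjusted p = 0.0582) ended against all 6 control libraries too. That of the ribosome did not (-0.211, adjusted p = 0.000279). Neither did the HH calls of the ribosome (-0.538, adjusted p = 3e-21), of organization (-0.485, adjusted p = 3.42e-10) and of biological oxidations (-1.139, adjusted p = 0.000504). The biogenesis list was past the threshold after HH irradiation in this setting (-0.4, adjusted p = 0.00971).

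**Figure D4:**
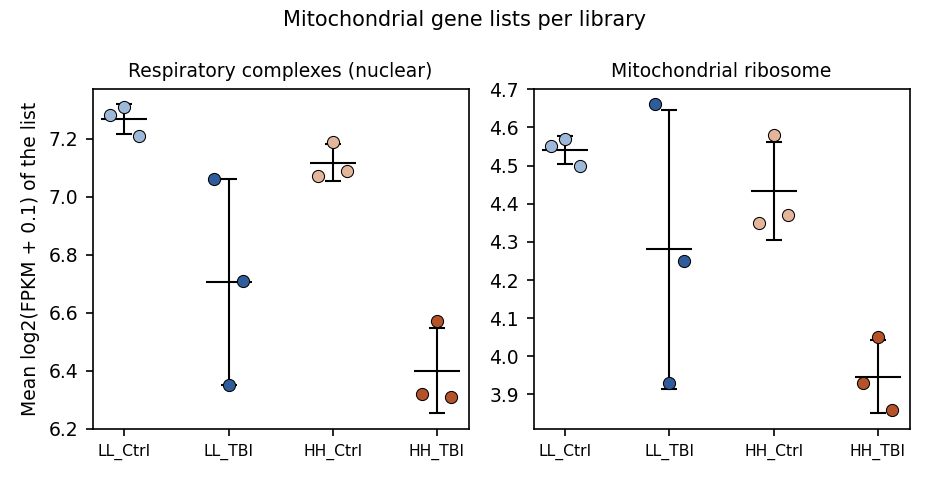
Mean log2(FPKM + 0.1) over the nuclear genes of the respiratory complexes and over the genes of the mitochondrial ribosome, by group. Each point is 1 library, and the bars give mean ± SD of 3 libraries. The HH_TBI libraries lie at 6.31 to 6.57 and 3.86 to 4.05, and the LL_TBI libraries spread from 6.35 to 7.06 and from 3.93 to 4.66.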

Besides, the mitochondrial organization, biogenesis and metabolism, and biological oxidation were inhibited upon HH irradiation. Mitochondrial activity is associated with ROS production and energy metabolism (Limoli and Vozenin 2023). The inhibition of mitochondrial activity upon HH irradiation may reduce the superoxide production and decrease the biological oxidation, which prevents damage to biomacromolecules. 

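Genes of eicosanoid metabolism moved in both directions after HH irradiation. Pla2g4a (ENSMUSG00000056220), the phospholipase that releases arachidonic acid, was at 5.03 ± 0.736 FPKM in HH_TBI and 0.873 ± 0.158 FPKM in HH_Ctrl (SD, n = 3). Pla2g4a had a log2 fold change of 2.403 (standard error 0.21, adjusted p = 0.000854). Ggt5 (ENSMUSG00000006344), which converts leukotriene C4 to D4, rose with a log2 fold change of 1.77 (standard error 0.25, adjusted p = 0.00253), as did the dipeptidase gene Dpep2 (ENSMUSG00000053687), which acts on leukotriene D4. Dpep2 had a log2 fold change of 2.14 (standard error 0.35, adjusted p = 0.00399). Ptgr1 (ENSMUSG00000028378), a reductase that inactivates leukotriene B4, fell from 112 ± 17.2 to 50.4 ± 26.9 FPKM (SD, n = 3). Ptgr1 had a log2 fold change of -1.28 (standard error 0.35, adjusted p = 0.0253). Of 12 measured genes of the list for the lipoxygenase branch 3 rose and 1 fell (the same numbers over the list alone), none of them a lipoxygenase itself. The list did not shift past the threshold (mean log2 fold change 0.43, adjusted p = 0.714). After LL irradiation limma called 0 of 14 genes, also over the list alone, with 2 at an unadjusted p under 0.05 (mean -0.17, adjusted p = 0.57). The responses did not differ past the threshold over the list (0.76, 1 of 14 genes higher and none lower, 4 higher over the list alone; adjusted p = 0.134), and they did for Pla2g4a (1.94 (adjusted p = 0.01)). In HH_Ctrl 4 of 13 of these genes were lower and 2 higher than in LL_Ctrl (also over the list alone; mean -0.83, adjusted p = 0.463). The call of Ptgr1 ended without HH_Ctrl 1 (-1.219, adjusted p = 0.0745), HH_Ctrl 2 (-1.208, adjusted p = 0.0726), HH_TBI 1 (-1.262, adjusted p = 0.0735) and, by its fold of -0.90, without HH_TBI 3 (-0.9, adjusted p = 0.0377). Neither Pla2g4a (1.222, adjusted p = 0.242) nor Ptgr1 (-0.719, adjusted p = 0.27) was called against all 6 control libraries, while Ggt5 was. With LL_Ctrl in place of HH_Ctrl, chosen after seeing the data, Pla2g4a had a log2 fold change of 0.04 (adjusted p = 0.857).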

Besides, the genes of eicosanoid metabolism via lipoxygenases LOX signaling pathway were exclusively downregulated upon HH irradiation (Fig. 6f), suggesting reduced lipid oxidation in this condition.

**Fig. 5:**
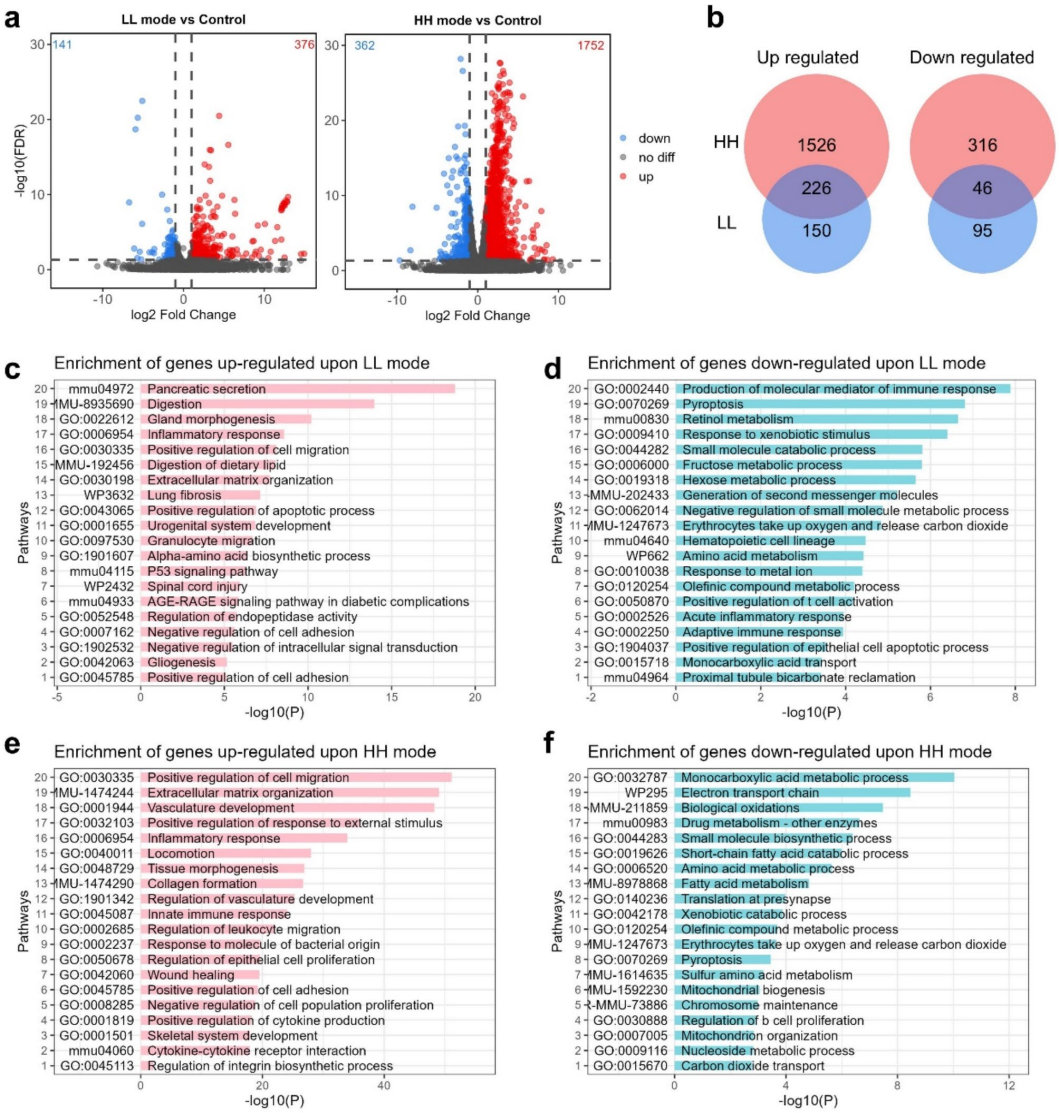
Global changes and enrichment of differential expression genes in the intestine post-LL and HH irradiation. (**a**) Volcano plot of differential expression genes in the TBI model at 48 h post- LL (left) and HH (right). (**b**) Venn diagram of the common and unique genes between the HH and LL irradiation groups. Histogram of the top 20 gene ontology (GO) enrichment terms for significantly upregulated or downregulated genes in LL groups (LL_TBI vs. Control) (**c**, **d**) or HH groups (HH_WBI vs. Control) (**e**, **f**). Date was generated using the Metascape tool

**Fig. 6:**
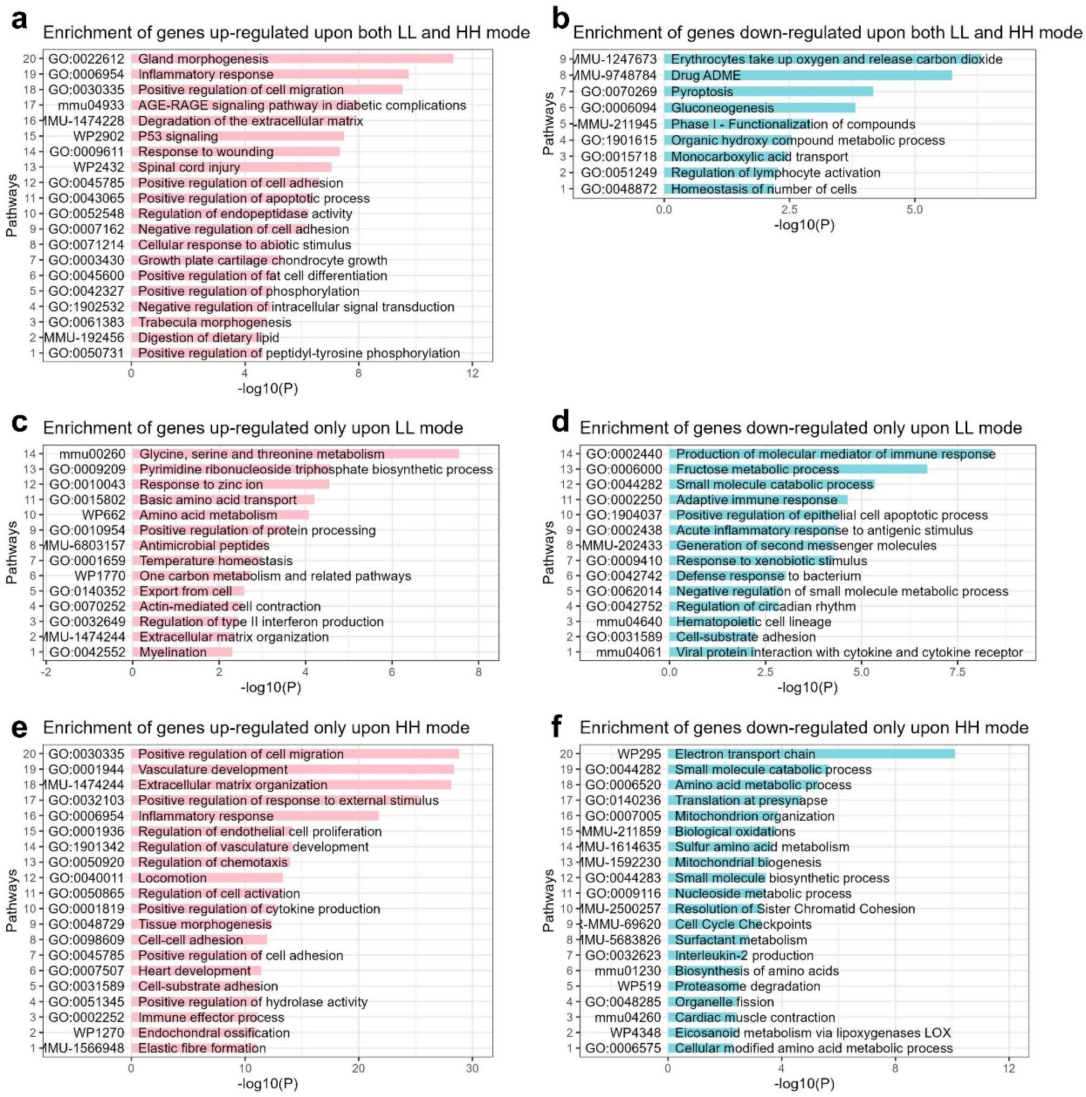
Enrichment of differential expression genes in the intestine post-LL and HH irradiation. Histogram of the top GO enrichment terms for significantly (**a**) upregulated or (**b**) downregulated genes in both LL groups (LL_TBI vs. control) and HH groups (HH_TBI vs. Control). Histogram of the top GO enrichment terms for significantly upregulated or down regulated genes only in LL groups (LL_TBI vs. Control) (**c**, **d**) or only in HH groups (HH_TBI vs. control) (**e**, **f**). Data were generated using the Metascape tool

### HH irradiation increased macrophage infiltration in the intestine

To investigate the activated immune response upon HH irradiation instead of LL irradiation, we utilized the RNA-seq result analyzed with the CIBERSORTx tool to assess the infiltration of immune cells in the intestine after LL or HH irradiation (Fig. 7). The mean percentages of immune cells infiltrated in three samples of each group were shown with Fig. 7. 

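Natural killer cell genes shifted downward as a list after LL irradiation. Gzma (ENSMUSG00000023132), a granzyme of cytotoxic lymphocytes, was at 90.3 ± 16.6 FPKM in LL_TBI and 149.9 ± 30.2 FPKM in LL_Ctrl (SD, n = 3). Gzma had a log2 fold change of -0.73 (standard error 0.23, adjusted p = 0.207). Nkg7 (ENSMUSG00000004612), a protein of cytotoxic granules, had a log2 fold change of -0.69 (standard error 0.19, adjusted p = 0.175). All 6 natural killer cell genes measured in the LL comparison had a negative log2 fold change, with 0 called by limma over all genes or over the list alone and 4 at an unadjusted p under 0.05 (mean -0.77, adjusted p = 0.00315, and adjusted p = 0.778 with an estimated correlation). After HH irradiation 1 of 4 fell and none rose (also over the list alone; mean -0.68, adjusted p = 0.135), and that gene was Gzma (log2 fold change -1.12 (adjusted p = 0.0235)). The responses did not differ past the threshold over 5 of these genes (0.19, 0 called by limma and 0 at an unadjusted p under 0.05; adjusted p = 0.88). Mcpt2 (ENSMUSG00000022226), another protease of mucosal mast cells, was at 0.039 and 3.25 FPKM in LL_TBI 1 and 2, is listed at 0 in LL_TBI 3 and was at 2.58 to 3.301 FPKM in LL_Ctrl. Mcpt2 had a log2 fold change of -3.11 (standard error 1.201, adjusted p = 0.247). Of 5 mast cell genes 1 fell (Mcpt1) and none rose after LL irradiation (also over the list alone; mean -1.32, adjusted p = 0.456), and after HH irradiation 1 of 3 rose (Il1rl1, the receptor of IL-33) and none fell (2 rose over the list alone; mean 1.21, adjusted p = 0.315). Without LL_TBI 1 and 2 the shift of the natural killer cell genes was -0.58, with only LL_TBI 3, the library with ileal genes, left in the group. With HH_Ctrl in place of LL_Ctrl it was -0.20 (adjusted p = 0.444). Both settings were chosen after seeing the data. Against all 6 control libraries the LL shift stayed past the threshold (-0.523, adjusted p = 0.021), and the HH shift was past it there too (-0.847, adjusted p = 0.0211). The HH call of Gzma ended without HH_Ctrl 1 (-1.08, adjusted p = 0.0689), HH_Ctrl 2 (-1.123, adjusted p = 0.0603), HH_Ctrl 3 (-1.157, adjusted p = 0.051), HH_TBI 1 (-0.819, adjusted p = 0.0554) or HH_TBI 3 (-1.049, adjusted p = 0.0597), and that of Il1rl1 against all 6 control libraries (1.524, adjusted p = 0.131). Marker lists were used here in place of the deconvolution, and a list does not part activated from resting cells. A list follows RNA in the whole tissue, while the paper's percentages are shares among immune cells.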

The results indicate that the relative percentage of activated natural killer (NK) cells increased, while resting mast cells decreased after LL irradiation. These results suggest that LL irradiation enhanced immune activation. Moreover, infiltrations of macrophages M0 and M2 were increased upon HH irradiation (Fig. 7b). 

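Macrophage genes rose after HH irradiation, from HH_Ctrl levels below those of the other groups. Adgre1 (ENSMUSG00000004730), which encodes the macrophage marker F4/80, was at 4.07 ± 0.594 FPKM in HH_TBI and 0.585 ± 0.163 FPKM in HH_Ctrl (SD, n = 3). Adgre1 had a log2 fold change of 2.62 (standard error 0.25, adjusted p = 0.00103), and it was at 5.11 ± 1.46 FPKM in LL_Ctrl. Mrc1 (ENSMUSG00000026712), the mannose receptor used as an M2 marker, was at 2.75 ± 0.195 FPKM in HH_TBI and 0.248 ± 0.0555 FPKM in HH_Ctrl (SD, n = 3). Mrc1 had a log2 fold change of 3.04 (standard error 0.25, adjusted p = 0.000854), and it was at 1.85 ± 0.325 FPKM in LL_Ctrl. C1qb (ENSMUSG00000036905), a complement component made by macrophages, rose with a log2 fold change of 2.15 (standard error 0.23, adjusted p = 0.00116), and Cx3cr1 (ENSMUSG00000052336), the fractalkine receptor. Cx3cr1 had a log2 fold change of 3.26 (standard error 0.38, adjusted p = 0.00143). Of 15 general macrophage markers 11 rose and none fell (12 over the list alone; mean log2 fold change 1.88, adjusted p = 3.67e-06), and of 10 M2 markers 7 rose and none fell (7 over the list alone; mean 1.44, adjusted p = 0.00753), both at adjusted p = 0.702 with an estimated correlation. Of 10 M1 markers 5 rose and none fell (6 over the list alone; mean 1.26, adjusted p = 0.078). After LL irradiation limma called 0 of the 15 macrophage markers (2 at an unadjusted p under 0.05, none over the list alone; mean 0.22, adjusted p = 0.0385) and 0 of 12 M2 markers (1 at an unadjusted p under 0.05, none over the list alone; mean 0.34, adjusted p = 0.043), both at adjusted p = 0.778 with an estimated correlation. These calls ended without LL_Ctrl 2 (0.158, adjusted p = 0.149) or LL_TBI 3 (-0.043, adjusted p = 0.576) for the macrophage list and without LL_Ctrl 1 (0.226, adjusted p = 0.122), LL_TBI 2 (0.389, adjusted p = 0.303) or LL_TBI 3 (-0.28, adjusted p = 0.885) for the M2 list. The responses differed for the macrophage list (1.66, 9 of 15 genes higher, 12 over the list alone, none lower; adjusted p = 1.41e-06, and adjusted p = 0.826 with an estimated correlation) and did not pass the test for the M2 list (0.84, 2 of 12 higher, 3 over the list alone, none lower; adjusted p = 0.269). With 1 library left out the difference for the M2 list ran from 0.608 to 1.413, at adjusted p from 0.00956 to 0.582.

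Compared with LL_Ctrl, 11 of 15 macrophage markers (12 over the list alone) and 5 of 9 M2 markers (6 over the list alone) were lower in HH_Ctrl and none was higher (mean log2 differences -1.53, adjusted p = 0.0429, and -1.72, adjusted p = 0.0275; adjusted p = 0.748 and adjusted p = 0.724 with an estimated correlation), and the first of these calls ended without LL_Ctrl 1 (-1.53, adjusted p = 0.0549). With LL_Ctrl in place of HH_Ctrl, chosen after seeing the data, the HH shift of the list of macrophages was 0.345 (adjusted p = 0.00459), that of the M2 list was -0.23 (adjusted p = 0.431) and the log2 fold change of Adgre1 was -0.29 (adjusted p = 0.352). Against all 6 control libraries the macrophage list stayed past the threshold (1.111, adjusted p = 0.00122). The M2 list (0.435, adjusted p = 0.143), Adgre1 (1.165, adjusted p = 0.374), Mrc1 (1.801, adjusted p = 0.109), C1qb (1.264, adjusted p = 0.127) and Cx3cr1 (1.944, adjusted p = 0.116) did not pass it there. The LL shifts were larger in this setting (0.985, adjusted p = 0.00676 for the macrophage list and 0.96, adjusted p = 0.0106 for the M2 list).

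**Figure D5:**
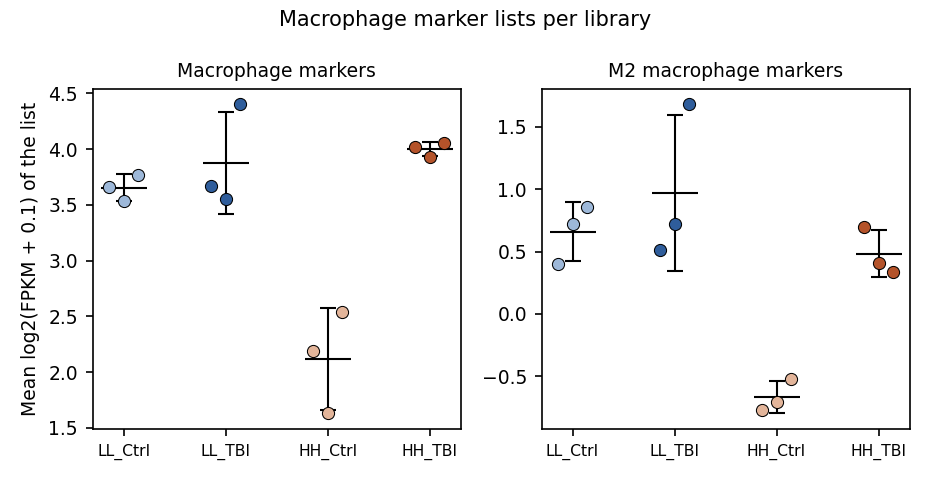
Mean log2(FPKM + 0.1) over the general macrophage markers and over the M2 macrophage markers, by group. Each point is 1 library, and the bars give mean ± SD of 3 libraries. The HH_Ctrl libraries lie at 1.63 to 2.54 for the general markers, and the libraries of the other groups lie at 3.53 to 4.4.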

M2 macrophages can promote cell proliferation and tissue repair, as well as secrete anti-inflammatory cytokines, which provide a potential explanation for the sparing effect of HH irradiation. In conclusion, LL irradiation triggers a shift toward immune activation (NK cells), while HH irradiation appears to promote tissue repair and anti-inflammatory responses (M2 macrophages).

**Fig. 7:**
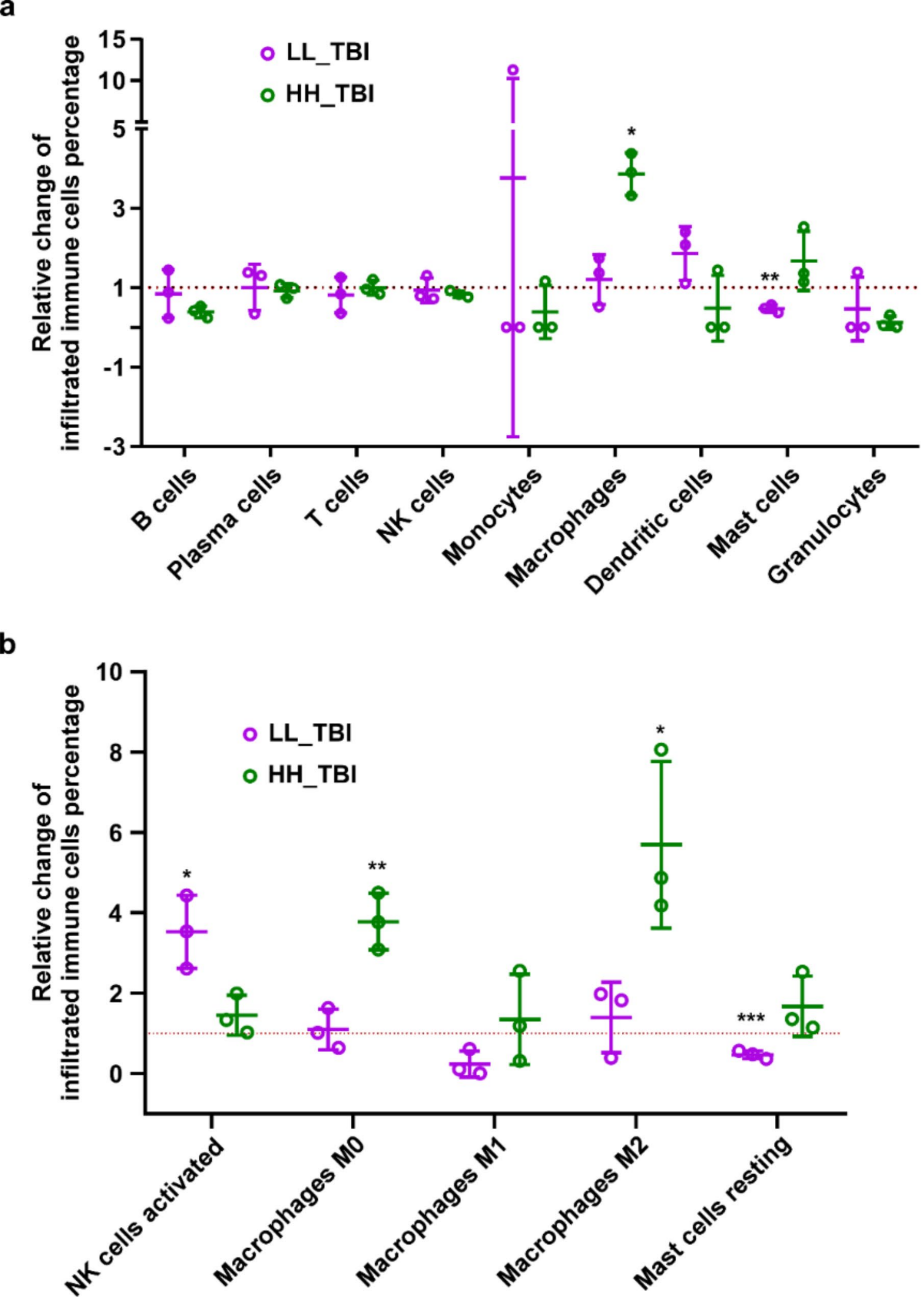
Analysis of immune cells infiltration by CIBERSORTx. (**a**) Relative change of infiltrated immune cells percentage in the intestinal tissue after LL and HH TBI, utilized transcriptome sequencing for CIBERSORTx analysis. (**b**) Relative change of significantly altered infiltrated immune cell percentages, including NK cells activated, Macrophages M0/M1/M2, and Mast cells resting. Each group consist of 3 samples, * *p* < 0.05, ** *p* < 0.01 vs. control

## Discussion

The unique biological response of UHDR radiation in sparing normal tissue has emerged with great research interest. However, the optimal parameter combination for UHDR radiation remains unclear. Moreover, due to the challenges in producing large field high dose rate beams, studies on the ultra-high dose rate TBI are very limited (Hornsey et al. 1971, Smyth et al. 2018. In this study, different dose rate combinations were adopted to comprehensively explore the biological outcomes following TBI. HH and LH mode irradiations were performed using a compact linear accelerator, and the instantaneous dose rate reached over 10^5^ Gy/s for the HH and LH mode irradiation, while the mean dose rates were 468 Gy/s and 0.4 Gy/s for HH and LH mode irradiation, respectively. Conventional LL mode irradiations were performed using a clinical LINAC. We investigated mortality, acute hematologic toxicity, inflammatory cytokine response, and intestinal damage after 10 Gy TBI. Our results indicate that instantaneous dose rate has a pivotal role in UHDR radiation, and when the instantaneous dose rate is sufficiently high (> 10^5^ Gy/s), both ultra-high or low mean dose rate irradiation (HH and LH mode) can reduce the mortality after 10 Gy TBI (Fig. 2). Generally, a mean dose rate of 40 Gy/s is considered as the threshold to trigger FLASH sparing effect. (Zhang et al. 2023) and Bell et al. (Bell et al. 2024) used proton beams over 100 Gy/s and observed no sparing effects, highlighting that mean dose rate alone may not fully predict FLASH outcomes. This underscores the importance of other beam parameters, e.g., instantaneous dose rate, which our study further supports. Besides, a recent study by Dai et al. demonstrated that a single 20 Gy UHDR pulse (200 Gy/s, 0.1s delivery time) and 10 × 2 Gy UHDR pulses (200 Gy/s, 10 min total delivery time) both reduce lung tissue damage (Dai et al. 2023). These findings suggest that the FLASH sparing effect may not be constrained by a strict 1-second delivery time as proposed by (Montay-Gruel et al. 2021). Further research is needed to better define the UHDR parameter thresholds necessary for optimizing radiotherapy outcomes.

Our results reveal a substantial increase in neutrophil count at 3 h and 48 h post irradiation, accompanied by a significant decrease in white blood cell and lymphocyte counts 48 h post irradiation (Fig. 2). Neutrophils are essential components of the innate immune response and a major contributor to inflammation (Christopher and Link 2007). The early increase in neutrophil count may be attributed to rapid recruitment of these cells from the bone marrow, leading to an inflammatory cytokine response with increased IL-6 and TNF-α levels in the serum. At the acute stage of exposing to radiation, inflammation plays a crucial role in the repair of tissue damage. However, the persistence of inflammation return to be detrimental in the late stage post irradiation (Bell et al. 2019). Our results indicate that more intense pro-inflammatory and anti-inflammatory responses were observed at 3 h after HH and LH mode irradiation (Fig. 3). The pro-inflammatory levels were downregulated at 48 h after HH and LH mode irradiation, consistent with our previous results demonstrating that the inflammatory cytokines response is strong immediately after UHDR radiation but it can readily return to the unirradiated control level (Zhu et al. 2022). In contrast, the inflammatory response remained elevated at 48 h (Fig. 3a and b) post conventional LL irradiation, and persisted at high levels until 6 weeks post irradiation (Zhu et al. 2022).

Bell B I et al. reported that a single fraction of 18 Gy focal irradiation targeted at intestine induces significant infiltration of innate and adaptive immune cells localized to the irradiated area, and leads to significantly increased serum IL-6 level, IL-6 signaling blockade exacerbates acute and late intestinal injury (Bell et al. 2019). Previous results from Grivennikov S et al. suggest that IL-6 produced by lamina propria myeloid cells protects normal intestinal epithelial cells from apoptosis (Grivennikov et al. 2009). Our TUNEL assay results indicated that intestinal apoptosis was significantly reduced in the HH and LH group (Fig. 4d, f), this could result from the protective effect of high-level IL-6 secretion since 3 h post irradiation. In contrast, the inflammatory response was elevated from 3 h to 48 h post LL irradiation, and could perpetuate for even 6 weeks, as indicated by our previous results (Zhu et al. 2022), this could lead to late intestinal tissue damage.

To investigate the mechanisms of FLASH sparing effect in the intestine, our study utilized transcriptome sequencing for analyzing the differentially expressed genes between LL and HH modes of irradiation. Both modes of irradiation can promote cell migration, wound healing, degradation of the extracellular matrix, cell adhesion, inflammatory response et al. Lymphocyte activation was inhibited at both LL and HH modes, which represented the myelosuppression after irradiation. The signals of amino acid metabolism and protein processing were activated at the LL mode, while inhibited at the HH mode. In addition, the neutrophil degranulation was exclusively activated upon LL irradiation, which is consistent with the result of blood counts (Fig. 2d). The immune associated signals are activated after HH irradiation, while inhibited upon LL irradiation. The protection of immune cells could potentially enhance the efficacy of tumor immunotherapy, our study suggested the potential benefit for the combination of immunotherapy and UHDR radiotherapy. We also utilized CIBERSORTx to analyze the infiltration of immune cells in the intestinal tissues, and found that M2 macrophage infiltration upon HH irradiation may help explain its protective or sparing effect on tissues, as these macrophages are associated with healing and anti-inflammatory cytokine secretion. However, the presence of M2 macrophages in a tumor microenvironment raises concerns: M2 macrophages can facilitate tumor progression by promoting cell proliferation and tissue remodeling. This dual role emphasizes the need for caution when interpreting their increased presence, as it could also pose a risk for tumor growth in specific contexts. The reduction in resting mast cells and the activation of NK cells after LL irradiation highlight an immune-activating effect, potentially beneficial for targeting abnormal cells but possibly leading to more inflammatory damage compared to HH irradiation. This highlights the complexity of irradiation’s impact on the immune microenvironment and the need for careful consideration of irradiation levels based on therapeutic goals, especially in oncological settings.

Vascular injury induced by radiotherapy is an important part of radiation injury. The current evidence only supports that UHDR radiotherapy results in less vascular damage than CONV-RT, but the impact of UHDR radiotherapy on the upstream gene regulatory pathway is not clear (Lin et al. 2022). We found that the vasculature development was activated upon HH irradiation, indicating that the vasculature repair occurred more promptly following UHDR-induced vascular injury (Fig. 6e). We also found that the phosphorylated H2AX after HH irradiation was lower compared to LL irradiation (Fig. 4b, c). In addition to initialization of DNA repair, the cellular radiation response involves slowing and arrest of the cell cycle to prevent cells with DNA damage lesions from replicating (Friedl et al. 2022). The signal of cell cycle checkpoints was enriched by exclusively downregulated genes in the HH group (Fig. 6e), which aligns with reduced DNA damage repair and continued cell cycle progression after HH irradiation. Mitochondria serve as the compartment for the oxidative respiratory chain, and the structural and functional integrity of mitochondria is closely linked to the production of ROS (Limoli and Vozenin 2023; Lin et al. 2022). The downregulation of mitochondrial biogenesis and metabolism is associated with the reducing of biological oxidations and DNA damages, contributing to normal tissue resistant to UHDR radiation. Taken together, our finding summarized the differential genes expression between LL and HH irradiation modes, and provided comprehensive explanations for the mechanism underlying the ultrahigh dose rate irradiation sparing effect in normal tissue.

Our results indicated that the ultra-high instantaneous dose rate (HH and LH modes) irradiation TBI reduced mortality and healthy tissue toxicities compared to conventional LL irradiation, this suggests the instantaneous dose rate is a crucial parameter for triggering the FLASH sparing effect. Ideally, the high mean dose rate and low instantaneous dose rate (HL) irradiation mode should be investigated. However, achieving high mean dose rate irradiation requires the accelerator to operate at a high duty cycle, resulting in extreme thermomechanical stress that can overwhelm a compact linear accelerator. The use of a superconducting accelerator could be an option to reduce thermomechanical stress and enable more flexible dose rate combinations, and this awaits further achievements in the UHDR accelerator development.

## Conclusions

Our study emphasizes the crucial role of instantaneous dose rate in triggering the UHDR TBI sparing effects. We investigated the mortality, hematologic toxicity, inflammatory cytokine response, intestinal damage, and differential gene expression after 10 Gy TBI with different dose rate combinations. We found that when the instantaneous dose rate is sufficiently high (> 10^5^ Gy/s), both ultra-high and low mean dose rate irradiation (HH and LH mode) reduced mice mortality, myelosuppression, DNA damage, and cell apoptosis. The results of transcriptome sequencing provide comprehensive explanations for the mechanism of HH sparing effect in normal tissue. The activation of immune associated responses, after HH irradiation may provide further potential anticancer benefits, while suppression of mitochondrial oxidation-related processes and increased infiltration of M2 macrophages might explain the normal tissue-sparing effect of UHDR irradiation.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Research data are stored in an institutional repository (https://www.researchdata.org.cn/, RDDB2024627309) and will be shared upon request to the corresponding author.

# Supplementary material for: Instantaneous dose rate as a crucial factor in reducing mortality and normal tissue toxicities in murine total-body irradiation: a comparative study of dose rate combinations
**Source:** Mol Med. 2025 Feb 26;31:79. doi: 10.1186/s10020-025-01135-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary**

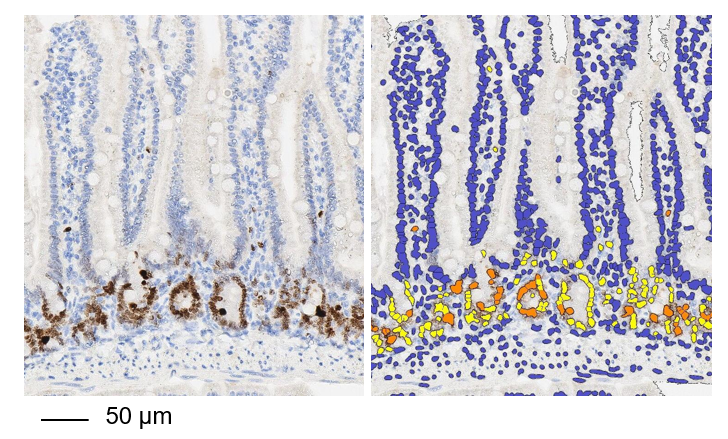

**Figure S1. Illustration of image analysis using HALO platform.** Left. Original scanned ki67 stained section. Right. marked Ki67 negative (blue marks), moderate positive (yellow marks), and strong positive (orange marks) cells.

How the deposited data were processed for this re-analysis (not part of the article)

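RNA of the intestine was measured in 12 libraries, 3 each of LL_TBI, LL_Ctrl, HH_TBI and HH_Ctrl, 48 h after irradiation or without it, and every column of values was mapped to a sample by its label. The labels write WBI where the paper writes TBI. The values are FPKM as deposited by the authors, who state that StringTie v1.3.1 gave FPKM per gene and that DESeq2 was used for differential expression. The submitters' processing notes also name Bowtie 0.12.2 and the builds mm8, GRCm39 and mm39 without saying what each was used for, so no coordinates are given here. The labels and the paper's methods describe the preparation of the libraries differently (removal of ribosomal RNA in the one, oligo(dT) beads in the other), which the values were not used to settle. Of the genes in the table, 3768 were at 0 in every library, 30 had no symbol and 20 symbols stood for more than 1 ID. The FPKM were checked against the part of Supplementary Table 1 that could be read (1571 genes), from which they differed by at most 0.005 FPKM. The depth of the libraries is unknown, so no interval for counting error is given. Judged from the smallest steps between low values, the depth of 11 libraries lay between 90.9% and 107.5% of that of LL_Ctrl 1 and that of LL_TBI 3 at 73.2%. Genes with high values are in part listed at 0 in a library (19 of 5470 genes with a mean of at least 10 FPKM), so a value of 0 is reported as listed.

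The design written before the data were examined assumed counts and named FPKM as the fallback that was then used. FPKM plus 0.1 were taken to the log2 scale, and genes with a mean of at least 0.5 FPKM over the libraries of a comparison were fitted by group with limma 3.58.1 (R 4.3.3), with a trend on the mean in the variance. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, which are the paper's thresholds, and for the difference between the responses, (HH_TBI minus HH_Ctrl) minus (LL_TBI minus LL_Ctrl), by the adjusted p alone. The comparisons were LL_TBI with LL_Ctrl, HH_TBI with HH_Ctrl, HH_Ctrl with LL_Ctrl, HH_TBI with LL_TBI, and this difference over all 12 libraries. Lists of 58 pathways, cell types and tissues, fixed at the same time as the design, were tested with camera in limma at a preset correlation between genes of 0.01 and again with the correlation estimated. With the preset correlation 27 lists passed in the LL comparison, 20 in the HH comparison, 16 between the controls, 14 between the irradiated groups and 15 for the difference between the responses, and with the estimated correlation 0 passed in each. No list past the threshold differed in sign between its mean, its median and its test. Terms of the paper's Figs. 5 and 6 were tested on the annotation in the table by a one-sided Fisher's exact test against the genes tested in both comparisons, with at least 10 members, since Metascape was not used here. CIBERSORTx and its signature matrix were not used here either, and marker lists took their place. The full lists behind Supplementary Tables 2 and 3 were not used, since they could be read only in part.

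Genes are named by a rule fixed with the design: per comparison the 5 called higher and the 5 called lower with the largest fold change among genes with a mean log2 value of at least 2 and no overlap between the groups, the same without pancreatic genes, up to 4 members with the smallest p of each list used, Mki67, H2ax, Il6, Tnf, Il10, Trp53, Cdkn1a, Mdm2 and Bax, and for the difference between the responses the 5 with the smallest p in each direction. The limit of 2 was written for log2 counts per library and was applied to log2(FPKM + 0.1). Values of some genes had been seen in the opening lines of Supplementary Tables 1 to 3. GC content and transcript length were taken from GENCODE transcripts for 21973 genes (99.59%). The alternatives were another pseudocount, no filter, the library number as a block, the pancreatic lists removed, the adjusted p alone, all libraries in one fit, all controls, each library left out, and those named in the closing section as chosen later. Where the pancreatic lists were removed, the remaining FPKM of each library were divided by the share they held in it, which rescales every other gene. The procedure was tested on simulated data: of 100 genes changed by 1.5 on the log2 scale among the genes of a comparison, 51 were called in the LL, 70 in the HH, 87 in the control and 48 in the irradiated comparison, and of 100 changed by 3, 88, 97, 94 and 82 were. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.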

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

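The tests of GC content and length as the whole difference between the controls, of a shift shared by one arm, of non-epithelial tissue, of pancreatic tissue, of induced acinar genes, of pancreatic RNA behind the serine list, of the gut segment and of a wrong label, the fits without LL_TBI 1 and 2 and the sorting of relabellings by the HH groups were chosen only after the results were seen, and the count after removal of GC and length trends and the splits of the libraries were chosen after the numbers of called genes but before their own values were seen.

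The responses to HH and LL irradiation differed by the test of the difference itself for 952 genes and for the lists of macrophages (1.658 on the log2 scale, HH minus LL), the extracellular matrix (1.268), endothelium (1.297) and serine, glycine and threonine metabolism (-0.873), while with an estimated correlation no list passed (smallest adjusted p = 0.826). Without LL_TBI 1 and 2, a fit that leaves only LL_TBI 3 in its group, the serine list was at -0.101 and the matrix list at 0.477. Of 100 relabellings of irradiated and control libraries within each mode, the real one included, 4 gave as many genes (highest other 2487), so chance can be excluded at the level of 0.05 for labels without any response. All 4 are among the 10 that keep HH_TBI and HH_Ctrl whole, and the 90 others gave at most 1 gene, so the count rests on the response to HH irradiation and does not exclude chance for a difference between the modes. Leaving out LL_Ctrl 1, 2 or 3 gave 340, 112 or 69 genes, HH_Ctrl 1, 2 or 3 gave 438, 366 or 350, HH_TBI 1 or 2 gave 249 or 569, and LL_TBI 3 gave 2030.

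A comparison that the paper does not report, HH_Ctrl with LL_Ctrl, called 1790 genes, of which 1499 were lower in HH_Ctrl. Removing each library's trends on GC content and length left 660 genes lower, a count between the bounds set for this test before it was run, while the median log2 difference of the 1499 genes went from -1.37 to -0.91 (SD 0.74) and the mean of the macrophage list from -1.53 to -1.45, which argues against these trends as the whole difference. A smaller share of all non-epithelial tissue in the HH_Ctrl pieces is argued against by the smooth muscle list, which was higher there by 0.44. A shift shared by all libraries of one arm stays open: over the 1790 genes HH_TBI minus LL_TBI had a slope of 0.35 on HH_Ctrl minus LL_Ctrl, between the values that would exclude it or fit it. The bootstrap interval of 0.32 to 0.39 resampled genes and does not measure the spread between libraries. These genes were picked by the difference between the controls, which can lower the slope. The clock gene Per2 was higher in both HH groups (9.24 and 9.62 FPKM in HH_Ctrl and HH_TBI, 1.54 and 2.24 FPKM in LL_Ctrl and LL_TBI). The design gives no biological difference between the control groups, so none was tested, and the higher macrophage, matrix and endothelial responses to HH irradiation may in part come from low values in HH_Ctrl. HH irradiation was given on a compact linear accelerator and LL irradiation on a clinical one, each with its own controls. Mode thus cannot be told apart from machine or handling in any comparison between the arms.

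Of the 10 splits of 6 libraries into groups of 3, only the real one, 1 split, reached the number of called genes in the control comparison (1790, highest other 0), the HH comparison (1584, highest other 0) and the LL comparison (32, highest other 0). Between HH_TBI and LL_TBI all 10 splits did (0 genes, highest other 10, with LL_TBI 1, LL_TBI 2 and HH_TBI 2 together). These splits are too few for a share under 0.05.

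Acinar transcripts of the pancreas, which the paper shows only as a term in Fig. 5c, took 8.406% of the FPKM of LL_TBI 1 and 31.317% of those of LL_TBI 2, far above the controls. The log2 ratio of Ins2 between LL_TBI 2 and LL_TBI 1 was 2.05, within the spread of 21 acinar genes (median 1.94, SD 0.26), which is consistent with pancreatic tissue in these pieces. Acinar genes induced by LL irradiation are argued against by LL_TBI 3, where their median lay -8.16 from that of LL_TBI 1 on the log2 scale. The serine, glycine and threonine list was higher than every LL control in LL_TBI 1 and 2 and lay -0.20 from the highest LL control in LL_TBI 3, so pancreatic RNA may be behind its shift after LL irradiation. Of the 36 acinar genes measured after LL irradiation, 16 reached the minimum of the control comparison too.

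Genes of the ileum, which the paper does not discuss, stood out in 1 library of each irradiated group: Fabp6, the ileal bile acid binding protein, was at 82.22 FPKM in LL_TBI 3 and 585.9 FPKM in HH_TBI 3, against 0.08 to 8.75 FPKM elsewhere. Gata4, a transcription factor of the proximal small intestine, was at 25.1 FPKM in LL_TBI 3 and 26.5 FPKM in HH_TBI 3, under the 42.6 to 80.0 FPKM of the other libraries, and Onecut2 was at 0.12 and 0.02 against 0.42 to 3.38 FPKM, which is consistent with pieces taken nearer the ileum. Whether LL_TBI 3 carries a wrong label cannot be told apart from this: it lay nearer the other LL_TBI libraries for 46.9% of the genes that part the modes, and LL_TBI 2, by a comparison added after that value was seen, for 48.2%. By the same comparison LL_TBI 1 lay nearer its own mode for 61.4%, and HH_TBI 1, 2 and 3 for 64%, 78.5% and 79.5%.

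Genes of the fetal-like repair program of the intestine, which the paper does not discuss, shifted upward by 1.586 after LL and 1.396 after HH irradiation (adjusted p = 0.778 and adjusted p = 0.702 with an estimated correlation). Its marker Clu was also at 70.45 and 80.49 FPKM in HH_Ctrl 1 and 3.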

How the results depend on the processing

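Median-ratio scaling, the fold from mean FPKM, the removal of GC and length trends, the other mode's controls, the fits without LL_TBI 1 and 2 and the test of the terms' members were chosen only after the results were seen. The planned fits on counts (DESeq2, its size factors, and its adjusted p beside folds from mean FPKM, also for the lists, the named genes, the overlap and the terms) were not run, since counts were not used here. The causes of the changes given here were not tested. A setting with 1 library left in a group assumes that it varies like the other groups.

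For LL (22 higher, 10 lower), the pseudocount of 1, the adjusted p alone and the fold from mean FPKM stayed within 1.5 times. The other settings gave 14 and 6 with no filter, 90 and 26 with the library number as a block, 35 (and 9) without the pancreatic lists, 11 and 4 with median-ratio scaling, 11 and 4 without GC and length trends, 155 and 68 with all 12 libraries in 1 fit, 142 and 64 with all 6 controls, 1323 and 289 with the other mode's controls, and 853 and 413 without LL_TBI 1 and 2. Leaving out 1 library gave 0 to 293 higher and 1 to 339 lower. For HH (1280 and 304), the pseudocount of 1 gave 686 and 191, all 6 controls 514 higher, the other mode's controls 631 and 634, and the adjusted p alone 2817 and 1797. The remaining settings gave 958 to 1548 higher and 278 to 451 lower, and leaving out 1 library 937 to 1397 and 239 to 362. The control comparison (1790) went to 1065 with the pseudocount of 1 and 1059 without GC and length trends, was 1495 to 2116 otherwise and 1650 to 1940 with 1 library left out. HH_TBI against LL_TBI (0) went to 9 with the block and 177 without LL_TBI 1 and 2, and to 0 to 330 with 1 library left out. The difference between the responses (952) went to 423 without GC and length trends, was 686 to 1172 otherwise and 69 to 2030 with 1 library left out. The numbers show no pairing (correlation of libraries with the same number -0.09 to 0.29), so the block is only an alternative.

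The number of lists past the threshold fell to 0 in every comparison with an estimated correlation. In all other settings it stayed within 1.5 times, at 19 to 30 lists for LL, 19 to 24 for HH, 13 to 18 for the controls, 13 to 21 for the difference and 15 to 19 for the irradiated groups with 1 library left out. The overlap was 20 higher and 7 lower genes with the adjusted p alone and 21 and 7 without the pancreatic lists, and 11 terms passed with and without these lists. With the other mode's controls, these LL values changed sign: biological oxidations 0.453, enteroendocrine cells 0.631, circadian clock -0.294, immediate early genes -0.25, Mt1 -1.858 and Mt2 -2.043. For HH, Erg (-0.019), Adgre1 (-0.294), Mmp9 (-0.64) and Il1b (-0.142) did. The mean of 4 lists kept its sign, while their direction against the other genes, which the list test judges, changed: serine, glycine and threonine metabolism (0.627, then 0.458), integrated stress response (0.613, then 0.274) and liver (-0.131, then -1.7) for LL, and amino acid transport (0.039, then 0.387) for HH. Without LL_TBI 1 and 2 the serine list was at -0.168 after LL irradiation, and without LL_TBI 3 the Paneth list at -0.226, the lowest of its values with 1 library left out, of which the highest was 0.994. A result past the threshold in neither setting whose direction changed was not counted here. Over all fits with 1 library left out, named genes lost their call 68 times for LL, 23 for HH and 12 for the difference between the responses, and kept their result, called or not, 217, 387 and 214 times.

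The median log2 fold change of all genes was -0.12 for LL as deposited, -0.036 with median-ratio scaling and 0.098 without the pancreatic lists. For the controls it was -0.131, 0.033 and -0.132, and for the irradiated groups -0.002, -0.025 and -0.218. Depth could not be weighed, since it is unknown.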

Differences from the paper's values

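Tests of the terms' members and the settings with the other mode's controls and without LL_TBI 1 and 2 were chosen only after the results were seen. The paper reports 376 genes higher and 141 lower after LL irradiation, and limma called 22 and 10 at the same thresholds. Of the alternatives set before the data were examined, the fit without LL_TBI 1 (293 higher) is within 1.5 times of the paper's number of higher genes, and the others are not. For the lower genes none is. Genes higher after both modes number about 230 in Fig. 5b of the paper, read by eye, against 15 here, and genes lower after both about 46, read by eye, against 6 here. Neither the adjusted p alone (20 and 7) nor removal of the pancreatic lists (21 and 7) comes within 1.5 times of these.

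The paper states that activated natural killer cells increased after LL irradiation, and the natural killer cell list was lower there (-0.773, adjusted p = 0.00315, and adjusted p = 0.778 with an estimated correlation), by markers that do not part activated from resting cells. The paper's value is a share among immune cells, while the list follows RNA in the whole tissue, where T cell genes were lower too. These measures can differ without conflict. Resting mast cells are given as decreased, and the mast cell list did not pass the test (-1.317, adjusted p = 0.456), while Mcpt1 fell. The paper places stronger apoptosis in the LL group, from TUNEL staining and a term of Fig. 5d. That term had 6 background members here, too few to test, and RNA does not measure what TUNEL stains. The list of genes that promote apoptosis did not differ between the responses (0.214, HH minus LL, adjusted p = 0.855), nor did the p53 targets (0.387, adjusted p = 0.478). Amino acid transport is given as activated after LL irradiation, and the transporter list had a mean of -0.036 (adjusted p = 0.636), while Psat1 of serine synthesis rose. Neutrophil degranulation is placed among the genes higher after LL irradiation alone, and the neutrophil list was past the threshold after both modes (1.215 and 2.116; adjusted p = 0.778 and adjusted p = 0.702 with an estimated correlation), but not after LL irradiation without LL_TBI 3 (0.406) or, at a larger mean of 1.411, without the pancreatic lists (0.166), nor after HH irradiation with LL_Ctrl in place of HH_Ctrl (0.242), while with all 6 control libraries it was past it after both (1.886 and 1.604). Defense against bacteria is given as inhibited after LL irradiation, and its term did not shift (adjusted p = 0.978), while that of the adaptive immune response was lower (-0.278, adjusted p = 0.00643, and adjusted p = 0.937 with an estimated correlation). The electron transport chain is placed among the changes of HH irradiation alone, and its list was lower after both modes (-0.717 after HH and -0.558 after LL irradiation; adjusted p = 0.702 and adjusted p = 0.778 with an estimated correlation), with 0 of its 82 genes called after LL irradiation, and lower after HH than after LL irradiation by the test of the difference (-0.159, adjusted p = 1.46e-06, and adjusted p = 0.946 with an estimated correlation). The LL mean of the electron transport list is lowered in part by the pancreatic share of LL_TBI 1 and 2. The median of all genes after LL irradiation was -0.12 as deposited and 0.098 with the pancreatic lists removed and the remaining FPKM rescaled. Positive regulation of cytokine production is also given as activated by HH irradiation alone. Its term was past the threshold after HH irradiation (mean 0.698, adjusted p = 0.0221, and adjusted p = 0.519 with an estimated correlation) and not after LL irradiation (0.161, adjusted p = 0.136). The list of cytokine and chemokine genes was past it after both modes (1.688 and 0.745, adjusted p = 0.71 and adjusted p = 0.778 with an estimated correlation, 0 of 37 genes called after LL irradiation) without a difference past it (adjusted p = 0.095). Without LL_TBI 3 the LL mean was 0.299, and with 1 library left out the difference ran from 0.738 to 1.393 (adjusted p from 0.00153 to 0.4). Genes of the lipoxygenase branch of eicosanoid metabolism are given as lower after HH irradiation. Of 12 genes in the list used here 3 rose (Pla2g4a, Ggt5 and Dpep2) and 1 fell (Ptgr1), none of them a lipoxygenase. The list did not shift past the threshold (0.425, adjusted p = 0.714).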

Other observations

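The simulations of the shared HH_Ctrl libraries, the fits with LL_Ctrl in place of HH_Ctrl and the look at single clock and iron genes were chosen only after the results were seen, while the clock list was fixed with the design. Genes of the fetal-like program that repairing intestinal epithelium turns on were higher after both modes. Clu, its marker clusterin, was at 54.96, 239.1 and 38.70 FPKM in LL_TBI 1, 2 and 3 and at 5.94 to 9.34 FPKM in LL_Ctrl, with a log2 fold change of 3.35 (standard error 0.62, adjusted p = 0.109), but also at 70.45, 10.28 and 80.49 FPKM in HH_Ctrl. Areg, a ligand of the epidermal growth factor receptor, was at 22.4 ± 4.79 FPKM in LL_TBI and 6.89 ± 1.86 FPKM in LL_Ctrl (SD, n = 3). Areg had a log2 fold change of 1.699 (standard error 0.27, adjusted p = 0.0713). Of 11 genes of this list limma called 0 after LL irradiation, with 8 at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone (adjusted p = 4.73e-09, and adjusted p = 0.778 with an estimated correlation). After HH irradiation 6 rose and 1 fell, also over the list alone (adjusted p = 0.0057, and adjusted p = 0.702 with an estimated correlation). Both shifts stayed past the threshold with all 6 control libraries (1.682, adjusted p = 6.06e-06, and 1.3, adjusted p = 0.000712). Genes of fructose use and gluconeogenesis were lower. After LL irradiation limma called 0 of 11, with 7 at an unadjusted p under 0.05 and 4 lower over the list alone (mean log2 fold change -0.94, adjusted p = 0.00018, and adjusted p = 0.778 with an estimated correlation), led by G6pc, which releases glucose, with a log2 fold change of -2.11 (standard error 0.34, adjusted p = 0.0825). After HH irradiation 2 of 11 fell and none rose, also over the list alone (mean -0.66, adjusted p = 0.0065, and adjusted p = 0.702 with an estimated correlation), a shift that stayed past the threshold with all 6 control libraries (-0.438, adjusted p = 0.041) but not with LL_Ctrl in place of HH_Ctrl (-0.222, adjusted p = 0.554). H2ax, the histone gene whose phosphorylated protein marks DNA breaks, fell after HH irradiation with a log2 fold change of -1.402 (standard error 0.11, adjusted p = 0.000776) and had a log2 fold change of -0.81 (adjusted p = 0.302) after LL irradiation. The fall of H2ax was under the fold threshold with LL_Ctrl in place of HH_Ctrl (-0.641, adjusted p = 0.00344). The proliferation marker Mki67 had values of -0.99 (adjusted p = 0.209) after LL and -0.799 (adjusted p = 0.112) after HH irradiation. Among cytokine genes whose proteins the paper measured, Tnf rose after HH irradiation with a log2 fold change of 2.22 (standard error 0.28, adjusted p = 0.00173), and it was at 1.14 (adjusted p = 0.208) and Il6 at 2.02 (adjusted p = 0.16) after LL irradiation.

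Metallothioneins, which bind zinc and copper, were higher after LL irradiation and higher still in HH_Ctrl. Mt2 was at 104 ± 30.5 FPKM in LL_TBI and 10.6 ± 5.197 FPKM in LL_Ctrl (SD, n = 3), with a log2 fold change of 3.39 (standard error 0.42, adjusted p = 0.0305), and at 441 ± 174 FPKM in HH_Ctrl, a difference from LL_Ctrl of 5.43 (adjusted p = 0.000162) on the log2 scale. Mt1 had a log2 fold change of 2.11 (standard error 0.25, adjusted p = 0.0286) after LL irradiation, and a difference of 3.97 (adjusted p = 0.000125) between the controls. The call of Mt2 after LL irradiation ended without LL_Ctrl 1 (3.72, adjusted p = 0.0916), LL_Ctrl 2 (2.919, adjusted p = 0.065), LL_Ctrl 3 (3.536, adjusted p = 0.14) or LL_TBI 2 (3.189, adjusted p = 0.138), and that of Mt1 without LL_Ctrl 1 (2.352, adjusted p = 0.0835), LL_Ctrl 2 (1.934, adjusted p = 0.146), LL_Ctrl 3 (2.041, adjusted p = 0.198) or LL_TBI 2 (2.016, adjusted p = 0.118), and both ended with all 6 control libraries (0.674, adjusted p = 0.799, and 0.126, adjusted p = 0.951). Clock genes also parted the arms, in both directions. Between the controls Nr1d1, another repressor of the clock, was lower in HH_Ctrl. With 1 library left out its log2 difference ran from -4.426 to -3.168 (limma, adjusted p from 6.72e-05 to 0.00978). Per2 differed between the controls by 2.57 (adjusted p = 0.000447) and between the irradiated groups by 2.04 (adjusted p = 0.0813), and Cry2, another repressor of the clock, by 2.15 (adjusted p = 7.41e-05) and 1.302 (adjusted p = 0.239). Of 13 clock genes 5 were higher and 2 lower in HH_Ctrl than in LL_Ctrl (5 and 3 over the list alone; mean 0.42, adjusted p = 0.0406, and adjusted p = 0.724 with an estimated correlation), a call that ended without HH_Ctrl 1 (0.452, adjusted p = 0.057) or HH_Ctrl 3 (0.262, adjusted p = 0.0758). In HH_TBI against LL_TBI limma called 0 of 14, with 9 at an unadjusted p under 0.05 and 8 higher over the list alone (mean 0.83, adjusted p = 6.19e-06, and adjusted p = 0.979 with an estimated correlation).

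The HH and control comparisons share HH_Ctrl, so chance in these libraries moves both. The covariance of their log2 fold changes was -0.307, against -0.06 in 20 simulations without any true change. The correlation was -0.55 across genes, which are not independent replicates. Simulations without any true change gave -0.5, a value that sharing libraries gives by itself and that is not a part of the observed one. Among genes tested in both comparisons, 618 of the 1142 called higher after HH irradiation (54.1%) were called lower in HH_Ctrl than in LL_Ctrl. Independent lists would share 130.8, but these lists are not independent, since both use HH_Ctrl. The simulations gave 0. Without any true change hardly any gene can pass the thresholds, so they cannot show what sharing HH_Ctrl adds to the overlap. Of the 304 called lower after HH irradiation, 37 were called higher in HH_Ctrl than in LL_Ctrl, against 7.1 for independent lists. In LL_TBI 2 the iron transport genes Slc40a1 and Cybrd1 were at 250.2 and 34.6 FPKM, against at most 11.5 and 3.37 FPKM in the other libraries.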
